# Ribosomal protein S7 ubiquitination during ER stress in yeast is associated with selective mRNA translation and stress outcome

**DOI:** 10.1038/s41598-020-76239-3

**Published:** 2020-11-12

**Authors:** Yasuko Matsuki, Yoshitaka Matsuo, Yu Nakano, Shintaro Iwasaki, Hideyuki Yoko, Tsuyoshi Udagawa, Sihan Li, Yasushi Saeki, Tohru Yoshihisa, Keiji Tanaka, Nicholas T. Ingolia, Toshifumi Inada

**Keywords:** Biochemistry, Molecular biology

## Abstract

eIF2α phosphorylation-mediated translational regulation is crucial for global translation repression by various stresses, including the unfolded protein response (UPR). However, translational control during UPR has not been demonstrated in yeast. This study investigated ribosome ubiquitination-mediated translational controls during UPR. Tunicamycin-induced ER stress enhanced the levels of ubiquitination of the ribosomal proteins uS10, uS3 and eS7. Not4-mediated monoubiquitination of eS7A was required for resistance to tunicamycin, whereas E3 ligase Hel2-mediated ubiquitination of uS10 was not. Ribosome profiling showed that the monoubiquitination of eS7A was crucial for translational regulation, including the upregulation of the spliced form of HAC1 (*HAC1i*) mRNA and the downregulation of Histidine triad NucleoTide-binding 1 (*HNT1*) mRNA. Downregulation of the deubiquitinating enzyme complex Upb3-Bre5 increased the levels of ubiquitinated eS7A during UPR in an Ire1-independent manner. These findings suggest that the monoubiquitination of ribosomal protein eS7A plays a crucial role in translational controls during the ER stress response in yeast.

## Introduction

The protein folding capacity of cells is important for maintaining endoplasmic reticulum (ER) homeostasis. Accumulation of unfolded proteins in the ER induces the unfolded protein response (UPR), which consists of a set of signalling pathways that respond to the resulting ER stress^1^. In metazoan cells, the UPR is divided into three branches: inositol-requiring enzyme 1 (IRE1), ATF6 and PKR-like ER kinase (PERK)^1^. The IRE1 branch increases protein folding capacity by inducing translation of the transcription factor XBP1^2,3^; the ATF6 branch is involved in the increase of ER folding ability^4^; and the PERK branch reduces the initiation of global translation through the phosphorylation of eIF2α^5^. eIF2α phosphorylation, in turn, leads to the selective translation of transcription factors such as ATF4, thereby increasing ER folding ability^6^. A unique ISR/PERK-mediated translational control mechanism, independent of the eIF2α phosphorylation/eIF2B axis, is crucial for recovery from the chronic ER stress response^7^*.* In budding yeast, activated Ire1 on the ER removes non-conventional introns from unspliced *HAC1* mRNA (*HAC1*^u^)^8–12^, thereby relieving translational repression^13,14^. Translation of the spliced (induced) form of *HAC1* mRNA (*HAC1*^i^) produces Hac1, a transcription factor that induces the expression of UPR target genes, which play crucial roles in increasing the protein folding and degrading abilities of the ER^15^. Although the UPR is thought to induce translational regulation in the pathogenic fungus *Aspergillus fumigatus*^16^, translational control in response to the UPR has not been evident in the yeast *Saccharomyces cerevisiae*.

Specific modification of ribosomal proteins is thought to be critical for regulating translation in eukaryotes. One example is the role of ribosome ubiquitination in the quality control system for aberrant translation. Ribosome-associated Quality Control (RQC) is a translation arrest-induced quality control pathway that leads to the co-translational degradation of the arrested products^17–21^. In the first step of RQC, abnormal stalling ribosomes are recognized, and specific residues in the stalled ribosomes are ubiquitinated. In yeast, the E3 ubiquitin ligase Hel2 ubiquitinates uS10 at K6 and K8 and plays a crucial role in RQC^22–24^. ZNF598, the mammalian homologue of Hel2, ubiquitinates the ribosomal proteins eS10 at K138/K139 and uS10 at K4/K8, thereby inducing translational arrest and RQC triggered by poly-lysine sequences in mRNA^25–27^. Collided ribosomes form a unique structural interface to induce E3 ligase Hel2/ZNF598-driven quality control pathways^24,28^. Moreover, sequential ubiquitination of the ribosomal protein uS3 triggers the degradation of nonfunctional 18S rRNA^29^.

Despite increased understanding of the roles of ribosome ubiquitination in quality control pathways, the physiological relevance of ribosome ubiquitination remains largely unknown. However, ribosome ubiquitination has been linked to cellular responses to stress. For example, K63 polyubiquitination may modulate oxidative stress responses, and ubiquitination of specific lysine residues of ribosomal proteins may contribute to stress responses^30,31^. Although more than 100 ubiquitination sites have been identified in ribosomes, the physiological relevance of ribosome ubiquitination remains unclear. Induction of the UPR in mammalian cells was shown to upregulate the expression of the ubiquitinated ribosomal proteins uS10, eS10 and uS3^32^. Nevertheless, the exact role of ribosome ubiquitination in the UPR remains unknown.

The present study found that ribosome ubiquitination is essential for gene regulation during the UPR in yeast. The E3 ligase Not4-mediated ubiquitination of eS7A was required for resistance to tunicamycin (Tm), an ER stress-inducing compound. Ribosome profiling showed that ubiquitination of eS7A was required for translational controls during the UPR. These findings indicate that Not4-mediated monoubiquitination of eS7A is essential for controlling the translation of specific mRNAs during the ER stress response, including through the upregulation of *HAC1*^*i*^ mRNA and the downregulation of *HNT1* mRNA.

## Results

### Monoubiquitination of eS7A is required for translational regulation during the UPR in yeast

Ribosome ubiquitination increases significantly upon induction of the UPR in mammalian cells^32^. To assess the role of ribosome ubiquitination in the UPR in yeast, the levels of ubiquitinated ribosomal proteins were evaluated by affinity purification of ribosomes with FLAG-tagged Rpl25 from cells expressing N-terminal Myc-tagged Ubiquitin protein (Ub), as previously described^22^. The levels of the ubiquitinated ribosomal proteins uS10, uS3 and eS7A were substantially increased under UPR conditions (Fig. 1a). Not4 is an E3 ligase for the ribosomal proteins eS7A and eS7B in yeast^33,34^, and is involved in translation repression^35^. Cells expressing *not4*∆ mutant showed Tm-sensitive growth (Fig. 1b). In addition, the *eS7a-4KR* mutant, which involves lysine-to-arginine substitutions at all four Not4-specific ubiquitination sites, had the same level of Tm sensitivity as *not4*∆ mutant cells (Fig. 1b). Monoubiquitinated eS7A was not detected in *not4*∆ mutant cells (Fig. 1c), confirming that Not4 is responsible for the monoubiquitination of eS7A during the UPR. Because Hel2 was previously reported to form K63-linked polyubiquitin chains on Not4 monoubiquitinated eS7A and to play a crucial role in No-Go Decay (NGD)^24^, we assessed the involvement of Hel2 in the UPR. In contrast to Not4, the deletion of Hel2 (*hel2*∆) did not affect cell growth in the presence of Tm (Fig. 1b). In addition, neither the uS10 nor the uS3 mutant of Hel2-target lysine residues (*uS10-K6/8R* and *uS3-K212R*) affected cell growth in the presence of Tm (Fig. 1b). The uS10-Ub and uS3-Ub signals were not detected in the *hel2*∆ deletion mutant, whereas the eS7-Ub signal was not detected in the *not4*∆ deletion mutant (Supplementary Fig. 1), suggesting that eS7 ubiquitination is dependent on Not4. We previously reported that Hel2 elongates the ubiquitin chain at eS7 after Not4-dependent monoubiquitination, which is essential for mRNA quality control in NGD^36^. However, in contrast to *not4*∆ and the eS7-4KR mutant, the *hel2*∆ mutant did not show sensitivity to Tm (Fig. 1b). These results suggest that Not4-mediated monoubiquitination of the ribosomal protein eS7A is indispensable for cell survival under ER stress conditions, whereas Hel2-mediated polyubiquitination of eS7A is not.

**Figure 1:**
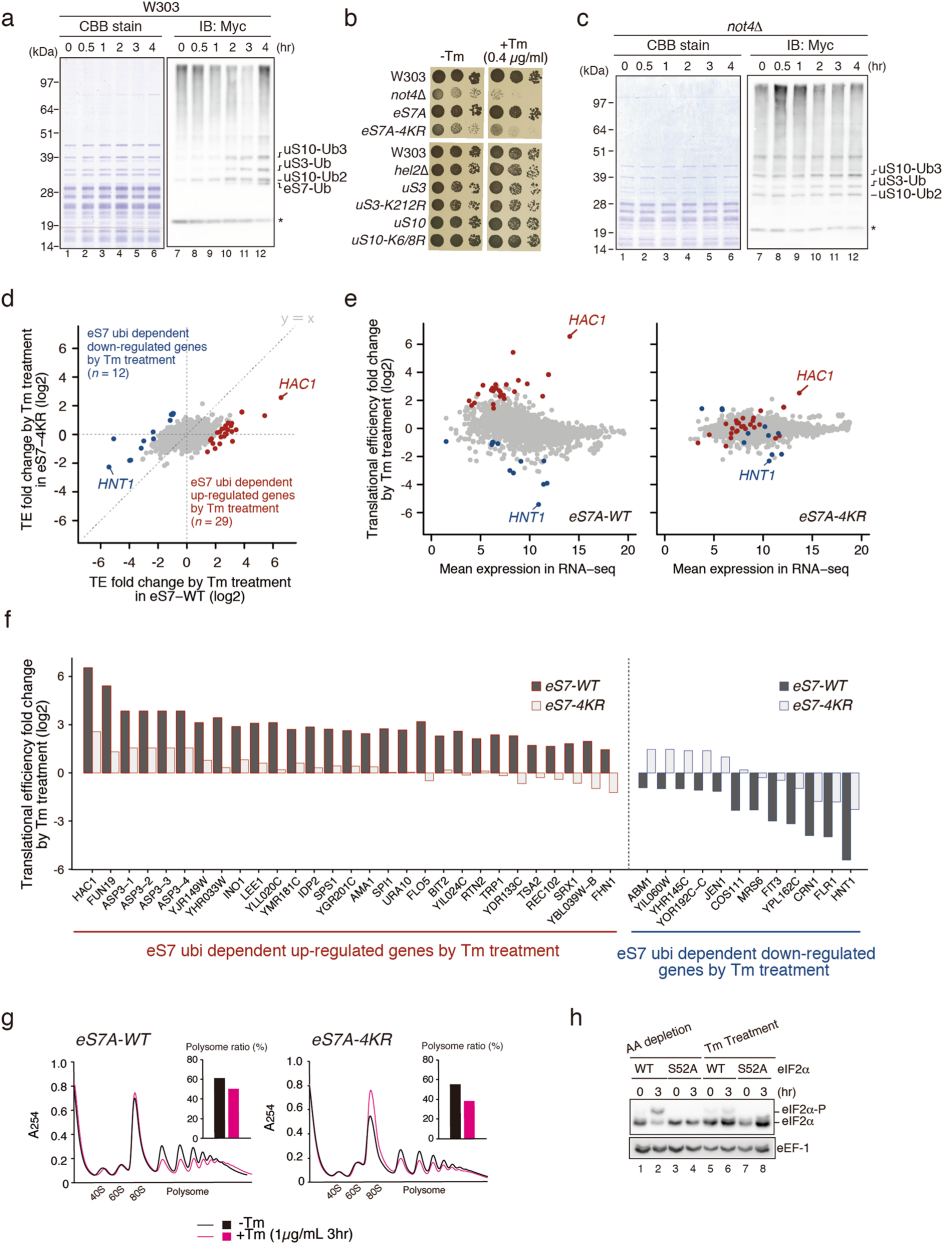
Not4-mediated monoubiquitinated eS7A is required for translational controls in the UPR in yeast. (**a**) Ubiquitinated proteins in the ribosome after the addition of tunicamycin. Yeast cells harboring p*CUP1*p-*MYC-UBI* and p*RPS2(uS5)-FLAG* or p*RPL25(uL23)-FLAG* were cultured in 800 mL of synthetic complete medium. Myc-Ubi expression was induced by culturing the cells in the presence of 0.1 mM Cu^2+^ for 2 h. Cell lysates were prepared and FLAG-tagged ribosomes were purified using an M2 FLAG-affinity resin (Sigma), as described^22^. Affinity purified samples were subjected to SDS-PAGE followed by western blotting with an anti-Myc antibody. The arrows indicate proteins previously identified by mass spectrometry. (**b**) The Not4 ubiquitination of ribosomal protein eS7A is crucial for UPR in yeast. Genetic screening was performed to identify the E3 ubiquitin enzyme NOT4 required for resistance to Tm. (**c**) Dependence of eS7A mono- and poly-ubiquitination on Not4. (**d**) Ribosome profiling showing up- and down-regulation of translation by the eS7A ubiquitination. The ribosome profiling and RNA-seq results represent two independent biological replicates. The correlations between replicates are shown in Supplementary Fig. 3a,b. (**f**) eS7A ubiquitination-dependent up- and down-regulation of specific mRNAs in response to UPR. The mRNA most upregulated by eS7A ubiquitination was *HAC1*, and the mRNA most upregulated was *HNT1*. (**g**) UPR does not inhibit bulk translation in wild-type and mutant cells. (**h**) Phosphorylation of eIF2α in response to amino acid depletion or Tm treatment. Shown are the levels of eIF2α phosphorylation in WT and S52A mutants in response to amino acid starvation and the presence of Tm. (**a**, **c**, **h**) Cropped gels or blots were display. All uncropped images are available in Supplemental Figure S7.

These results suggested that translational control may play a role in the UPR in yeast and may involve eS7A ubiquitination. To test this, we then performed RNA-seq and ribosome profiling to investigate the regulation of translation in response to ER stress, and estimated translation efficiency (TE) by assessing both mRNA abundance and ribosome occupancy. 

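Counts from 25 libraries were used, 13 of ribosome profiling, in which the mRNA fragments covered by ribosomes (footprints) are sequenced, and 12 of RNA-seq. W303, the wild-type strain, was harvested 0, 1, 2 and 4 h after the addition of 1 µg/mL Tm, an inhibitor of protein N-glycosylation that causes ER stress. The eS7A-WT and eS7A-4KR strains carry HA-tagged eS7A on a plasmid, with its ubiquitinated lysines kept or replaced by arginine. By the paper's strain list, both lack the chromosomal genes of eS7A and of its paralog eS7B. They were harvested at 0 and 4 h. Each combination of strain, time and assay had 2 libraries, except that W303 had 1 per assay at 1, 2 and 4 h and that 1 library was used for RNA-seq of eS7A-WT at 0 h. The authors deposited the number of reads counted on each of 6696 ORFs, without normalization. Footprints had been freed of PCR duplicates through random barcodes, restricted to a range of lengths that differed between groups, and assigned to the ribosomal A-site. The reference annotation of the S288C assembly R64 gives a name for 6008 of the ORF identifiers. Counted footprints per library ranged from 3423907 to 33858553, with a median of 10611458, and counted RNA-seq reads from 28309641 to 49246452. The 10 genes with the most counts took between 11.0% and 23.7% of a library.

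The change in TE is the log2 change in footprints minus the log2 change in RNA-seq reads, estimated as the interaction of time with assay in a negative binomial model of edgeR, after TMM normalization within each assay. The 10 libraries of W303 were fitted together and so were the 15 libraries of the eS7A strains, which share one estimate of the spread. Genes with a mean of at least 10 counts per library in each assay were tested, 5392 in W303 and 5558 in the eS7A strains, and a change was called at an adjusted p below 0.01. The biological coefficient of variation was 0.0728 in W303, with 2 residual degrees of freedom, and 0.1 in the eS7A strains, with 7. In simulated counts with 200 genes changed by 2 on the log2 scale, the same procedure recovered 93.5% of them with the W303 design and 80.5% with the eS7A design.

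As a check of the strain labels, RNA-seq counts of RPS7B, the paralog of the eS7A gene RPS7A, were 17.9% to 26.8% of those of RPS7A in W303 and 0.248% to 0.435% in the eS7A strains. The separation was weaker in ribosome profiling, with 33.9% to 50.5% in W303 and 6.78% to 12.6% in the eS7A strains. Both eS7A strains lack the RPS7B gene, so this check cannot tell eS7A-WT from eS7A-4KR. As a check of the treatment, the mRNAs of 8 UPR target genes (KAR2, PDI1, ERO1, LHS1, EUG1, DER1, SIL1 and FKB2) rose in every treated condition, and all 8 passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment each time. Their median log2 mRNA change in W303 was 2.24 at 1 h, 2.62 at 2 h and 2.29 at 4 h. At 4 h it was 2.38 in eS7A-WT and 1.99 in eS7A-4KR.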

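In W303 cells, 1 h after the addition of Tm, the TE of 5 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of them up and 3 down, while 533 genes had an unadjusted p below 0.05. At 2 h the number was 129 (90 up and 39 down) and at 4 h it was 213 (143 up and 70 down). Of the 129 genes called at 2 h, 108 were also called at 4 h, all in the same direction. The treated times have a single library per assay, so the spread comes from the untreated replicates alone. The count at 1 h moved most when the ribosome profiling and RNA-seq libraries of one culture were joined in a replicate block, which gave 82 genes, and the same block gave 260 at 2 h and 441 at 4 h. Deviations of the untreated replicates in the 2 assays had a correlation of −0.0146 across 5526 genes, which are not independent replicates.

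Besides HAC1 and HNT1, the genes with the largest changes among those called at 1 h were VPS24 (YKL041W), HOB2 (YPR117W) and SPP382 (YLR424W). For VPS24 the change lay mainly in the RNA-seq reads, with a log2 mRNA change of −2.37 against 0.33 for footprints. The log2 TE of VPS24 rose by 2.69 (standard error 0.457, adjusted p = 0.00847 from the same test) and that of HOB2 fell by 3.71 (standard error 0.768, adjusted p = 0.00746). SPP382 changed by −3.51 at 1 h (standard error 0.402, adjusted p = 2.99e-05), −5.54 at 2 h (standard error 0.619, adjusted p = 3.67e-07) and −5.00 at 4 h (standard error 0.571, adjusted p = 5.51e-07), with 55 and 121 footprints before treatment, 5 at 2 h and 6 at 4 h. HEF3 (YNL014W) changed by −3.71 at 2 h (standard error 0.317, adjusted p = 1.32e-06) and −4.58 at 4 h (standard error 0.342, adjusted p = 1.1e-07). Footprints that HEF3 shares with its paralog YEF3 are not excluded from these values. The rises of PGU1 (YJR153W) and YKL153W rest on almost no footprints before treatment. PGU1 had 0 footprints in both untreated libraries, 28 at 2 h and 56 at 4 h, and its fitted log2 TE changes of 7.87 and 8.29 (adjusted p = 0.00713 and 0.00174) have no usable standard error. YKL153W had 1 and 0 footprints before treatment and changed by 5.96 at 2 h (standard error 1.55, adjusted p = 0.00043) and 6.76 at 4 h (standard error 1.56, adjusted p = 7.96e-05).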

During the early response, within 1 h after Tm treatment, the translation of 20 mRNAs was statistically and significantly changed (Supplementary Fig. 2a; q-value < 0.01), whereas > 200 mRNAs were up- or down-regulated 4 h after Tm treatment (Supplementary Fig. 2a). eS7A ubiquitination-dependent translational regulation was therefore monitored at 4 h. A modest translational response was observed in *eS7A-4KR* mutant cells, with statistically significant changes in the translation of 214 mRNAs (Fig. 1d,e; Supplementary Fig. 2b; q-value < 0.01). 

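In eS7A-WT cells, 4 h after the addition of Tm, the TE of 244 of 5558 genes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 119 up and 125 down. In eS7A-4KR cells 50 genes passed it, 21 up and 29 down. These lists shared 35 genes, all changed in the same direction. Of the 244 genes called in eS7A-WT, 222 moved in the same direction in eS7A-4KR and 240 moved by less. These genes were selected for their change in eS7A-WT, which by itself favours a smaller change in the other strain. The SD of the log2 TE change across genes was 0.593 in eS7A-WT and 0.333 in eS7A-4KR. A count that passes in one strain and not in the other is no test of the difference between strains.

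The replicate number was not a term in this model. The alternative that moved the counts most, a replicate block by number within each assay with the eS7A-4KR 4 h RNA-seq numbers crossed, was chosen after seeing the data and gave 720 genes in eS7A-WT and 299 in eS7A-4KR. With the replicate number as a block over all eS7A libraries, 464 and 135 genes passed. Footprints of replicates with the same number deviated together, with correlations across 5526 genes of 0.423 to 0.604 between the 4 eS7A groups, while those for eS7A RNA-seq ranged from −0.317 to 0.0193. Genes are not independent replicates, so no p is given for these correlations.

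Among the genes called in eS7A-WT, and apart from HAC1 and HNT1, FUN19 (YAL034C) and CRS5 (YOR031W) rose most, by 5.13 (standard error 0.323, adjusted p = 3.63e-13 from the same test) and 4.62 (standard error 1.08, adjusted p = 0.000242) on the log2 scale. CRS5 had 2 and 1 footprints before treatment. SPP382 changed by −5.91 (standard error 0.65, adjusted p = 3.46e-09), with 9 and 3 footprints left at 4 h. OSI1 (YKL071W) had 25 and 7 footprints before treatment and 0 at 4 h, so that its fitted change of −9.01 has no usable standard error. In eS7A-4KR the largest rises after HAC1 were 2.26 for FRE3 (YOR381W, standard error 0.517, adjusted p = 0.00705) and 2.10 for VMR1 (YHL035C, standard error 0.204, adjusted p = 6.08e-07). The largest falls besides HNT1 were −2.49 for YDR042C (standard error 0.559, adjusted p = 0.00706) and −2.28 for IRC4 (YDR540C, standard error 0.437, adjusted p = 0.00393).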

To examine the eS7A ubiquitination dependency of the involved mRNAs, TE was compared in *eS7A-WT* and *eS7A-4KR* mutant cells (Fig. 1d,e), with 29 and 12 mRNAs categorised as being up- and down-regulated, respectively, in response to eS7A ubiquitination (Fig. 1f). These subsets were identified using the formula “log2 TE fold change (*eS7A-WT*)—log2 TE fold change (*eS7A-4KR*)”, with mRNAs scored as > 2 and < − 2 defined being up- and down-regulated, respectively, in response to eS7A ubiquitination. 

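Subtracting the log2 TE change of eS7A-4KR from that of eS7A-WT for each of 5558 genes gave 46 genes above 2, with scores from 2.02 to 5.96, and 20 below −2, with scores from −7.96 to −2.07. Many had few footprints. Of the 46 genes above 2, 26 had a mean of fewer than 50 footprints per library, and of the 20 below −2 this held for 9. Genes above 2 included 25 whose TE change was called in at least one of the strains, and genes below −2 included 10. The number above 2 moved most without a filter on low counts, to 239, and the number below −2 to 210. With each eS7A library that has a replicate left out in turn, the number above 2 stayed between 30 and 71 and the number below −2 between 16 and 38.

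Fig. 1f names 29 genes as up-regulated, and 28 of them were tested here, since REC102 had too few counts. All 28 had positive scores, the lowest 0.809 and the median 2.29, and 19 were above 2. The files hold identical counts for ASP3-1, ASP3-2, ASP3-3 and ASP3-4, which count as 4 of the genes but give 1 measurement. Of the 12 genes Fig. 1f names as down-regulated, all had negative scores, and 9 were below −2. The smallest of them was 1.87 in size and the median size was 2.15. Beyond the genes of Fig. 1f, 27 genes scored above 2 and 11 below −2.

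**Figure D1:**
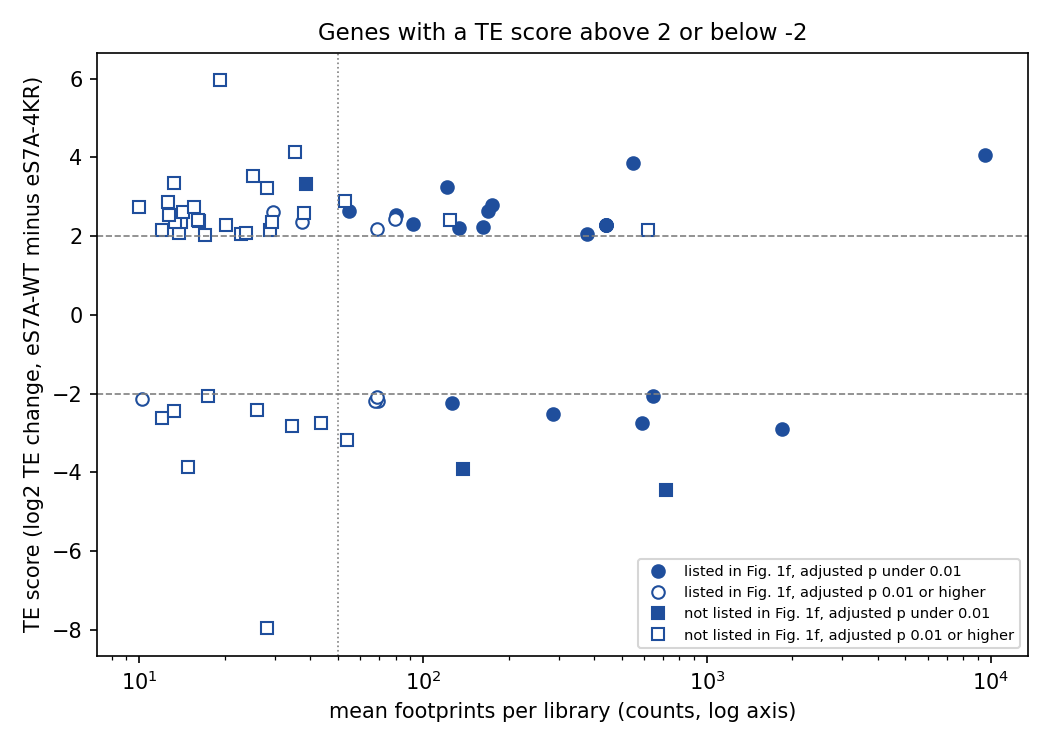
TE score (log2 TE change in eS7A-WT minus that in eS7A-4KR, vertical axis) against the mean number of footprints per eS7A library (horizontal axis, logarithmic). Only the 66 genes with a score beyond 2 in either direction are drawn, one point each. Of these, 35 lie under 50 footprints.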

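The formula sets no test, so the same difference was also tested as a contrast of edgeR's model. The TE changes of eS7A-WT and eS7A-4KR differed for 38 genes by the quasi-likelihood test with Benjamini-Hochberg adjustment, 21 with the higher change in eS7A-WT and 17 with the lower. The smallest difference among the former was 1.22 and among the latter −1.10. Of the genes with scores above 2, 16 passed this test, and of those below −2, 7 passed. Within the lists of Fig. 1f, 16 of the up-regulated and 7 of the down-regulated genes passed. The number of genes moved most, to 252, with the crossed replicate block within each assay, and it was 97 with the replicate number as a block over all libraries and 8 with edgeR's newer quasi-likelihood method.

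Apart from HAC1 and HNT1, the largest differences among genes that passed were those of FUN19, PHM7 (YOL084W), HEF3 and SPP382. FUN19 had a difference of 3.86 (standard error 0.363, adjusted p = 6.8e-08 from the same test). PHM7, with a mean of 38.8 footprints per library, had a difference of 3.32 (standard error 0.828, adjusted p = 0.00973). Its 128 combinations of single libraries gave lower values, from 0.23 to 2.18. The difference for HEF3 was −4.45 (standard error 0.386, adjusted p = 7.04e-08), and its footprints averaged 84.7 ± 23.7 cpm (TMM-normalized, SD, n = 2) in eS7A-WT at 0 h and 7.82 ± 0.591 (n = 2) at 4 h, against 29.7 ± 6.74 and 24.5 ± 2.12 (n = 2 each) in eS7A-4KR. Footprints shared with its paralog YEF3 are not excluded for HEF3. SPP382 had a difference of −3.91 (standard error 0.727, adjusted p = 0.000739). PHM7, HEF3 and SPP382 are not among the genes of Fig. 1f.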

Polysome analysis showed that UPR moderately repressed general translation in *wild-type* and *eS7A-4KR* mutant cells (Fig. 1g). The levels of phosphorylated eIF2α did not increase during the UPR (Fig. 1h), suggesting that initiation of general translation was not inhibited by phosphorylated eIF2α during the UPR. To rule out the effect of *eS7A-4KR* mutations on general translation, protein synthesis rates were measured in *eS7A-WT* and the *eS7A-4KR* mutant by puromycin labelling. Protein synthesis rates did not differ significantly in *eS7A-WT* and *eS7A-4KR* (Supplementary Fig. 3a,b), indicating that eS7A monoubiquitination is involved in regulating the translation of specific mRNAs in response to ER stress.

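HAC1 (YFL031W) lies on chromosome VI of R64 from 75179 to 76147, and its TE change had the highest rank of 5558 genes in eS7A-WT cells 4 h after the addition of Tm. In eS7A-4KR cells it ranked 3 by size and stood first among the genes called. In W303 it ranked 2 by size at 1 h, where it had the smallest p of all genes, and 4 at 2 h and 4 h. Of the genes ahead of HAC1, PGU1 and YKL153W passed the threshold of edgeR's quasi-likelihood test in W303 at 2 h and 4 h. Both had at most 1 footprint in an untreated library, and the others did not pass it. PGU1 and YKL153W rose by less than HAC1 in the combinations of single libraries at 2 h and 4 h. The libraries count the reads on HAC1 over 229 codons and do not separate the spliced from the unspliced form.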

Not4-mediated monoubiquitination of eS7A plays a crucial role in upregulating translation during the UPR, with the translation of *HAC1* most drastically upregulated in response to the UPR. 

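HNT1 (YDL125C) lies on chromosome IV of R64 from 239019 to 239606. Ranked by the size of the fall in TE 4 h after the addition of Tm, it was number 3 of 5558 genes in eS7A-WT, after OSI1 and SPP382, and number 3 in eS7A-4KR. OSI1 had no footprints left in eS7A-WT at 4 h, so the size of its fall is not set by the counts. HNT1 had the smallest p of all genes in both strains. In W303 it ranked 8 at 1 h, 5 at 2 h and 4 at 4 h by size, and its p was the smallest of all genes at 2 h and 4 h. In the test of the difference between strains HNT1 ranked 6 by size among the negative values and had the third smallest p of all.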

The downregulation of translation of specific mRNAs during the UPR was also abrogated in *eS7A-4KR* mutant cells, with the translation of mRNA encoding Histidine triad NucleoTide-binding 1 (*HNT1*) being most drastically repressed (Fig. 1e). Hac1 induces the expression of long un-decoded transcript isoforms, and downregulation of *HNT1* translation depends on the uORFs, leading to protein downregulation in response to the UPR^37^. 

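The footprints of HNT1 in eS7A-WT cells went from 188.7 ± 35.6 cpm (TMM-normalized, SD, n = 2) at 0 h to 11.9 ± 0.651 (n = 2) 4 h after the addition of Tm, where the libraries held 97 and 180 counts. Its RNA-seq value went from 78.9 (n = 1) to 184.1 ± 9.09 (n = 2). The log2 TE change was −5.20 (standard error 0.238, adjusted p = 3.63e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 36.8-fold decrease to 2.72% of the TE at 0 h. All 8 combinations of single libraries gave a fall, with log2 TE changes from −5.44 to −4.84. With the replicate number as a block the change was −5.26, and with the replicate block by culture it was −5.38. Over 14 alternatives the change lay between −5.38 and −4.97.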

Ribosome profiling confirmed the repression of *HNT1* translation, with the TE being downregulated approximately 60-fold 4 h after Tm treatment. 

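In eS7A-4KR cells the footprints of HNT1 went from 106.4 ± 17.6 cpm (TMM-normalized, SD, n = 2) at 0 h to 58.6 ± 9.81 (n = 2) at 4 h, a log2 TE change of −2.31 (standard error 0.199, adjusted p = 1.37e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or a 4.97-fold decrease. The difference of the TE changes, eS7A-WT minus eS7A-4KR, was −2.89 (standard error 0.31, adjusted p = 3.46e-06 from the same test), and −2.94 with the replicate number as a block. Before treatment the TE of HNT1 in eS7A-4KR differed from that in eS7A-WT by −0.35 on the log2 scale (adjusted p = 0.376), a difference not past the threshold whose sign reverses to 0.23 when libraries are scaled by their total counts. At 4 h the TE was higher in eS7A-4KR by 2.54 (standard error 0.218, adjusted p = 1.68e-08). The mRNA of HNT1 rose during treatment by 1.22 on the log2 scale in eS7A-WT (standard error 0.17, adjusted p = 1.45e-06) and by 1.46 in eS7A-4KR (standard error 0.139, adjusted p = 1.35e-08). The difference between these mRNA changes did not pass the threshold (−0.24, standard error 0.219, adjusted p = 0.398), nor did it with the replicate number within each assay as a block (adjusted p = 0.118), and its sign reversed to 0.22 under total counts (adjusted p = 0.405).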

Importantly, the UPR-associated downregulation of *HNT1* was significantly diminished in *eS7A-4KR* mutant cells (4-fold; Supplementary Fig. 2d), despite its level of mRNA being slightly increased (Supplementary Fig. 2d).

### Not4-mediated eS7A monoubiquitination is required for translational regulation of HAC1^i^ and HNT1 mRNA

We identified *Hac1* as the most significantly upregulated gene during the UPR (Fig. 1d,e)*. HAC1*^*u*^ mRNA is stored in the cytoplasm in the absence of ER stress, and its translation is tightly suppressed by a base-pairing interaction between the intron and the 5′untranslated region (5′UTR)^13,14,38^. Excision of the intron by Ire1-dependent splicing in response to ER stress leads to robust translation of *HAC1*^*i*^ mRNA, with the resulting Hac1 protein upregulating UPR target gene expression. Tm drastically and rapidly increased the TE of *HAC1*^*i*^ mRNA (Fig. 2a; Supplementary Fig. 12a). This increase was less robust in *eS7A-4KR* mutant than in *eS7A-WT* cells (93.05-fold vs. 5.89-fold, respectively; Fig. 2a). 

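In W303 cells the log2 TE of HAC1 rose by 5.36 within 1 h of the addition of Tm (standard error 0.226, adjusted p = 1.33e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise relative to 0 h was 5.52 at 2 h (standard error 0.225, adjusted p = 4.27e-10) and 5.68 at 4 h (standard error 0.225, adjusted p = 2.9e-10). Footprints of HAC1 were 14.6 ± 3.57 cpm (TMM-normalized, SD, n = 2) at 0 h, 442.3 at 1 h, 996.2 at 2 h and 1530 at 4 h, with 1 library at each treated time. The 4 combinations with a single untreated library per assay gave rises of 5.07 to 5.71 at 1 h. With the replicate block by culture the rises were 5.35, 5.51 and 5.67. The reads cover both forms of HAC1, so that spliced and unspliced mRNA are not told apart in these values.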

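In eS7A-WT cells the footprints of HAC1 went from 11.9 ± 0.222 cpm (TMM-normalized, SD, n = 2) at 0 h to 2453 ± 671 (n = 2) at 4 h, and its log2 TE rose by 6.59 (standard error 0.335, adjusted p = 4.91e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 96.2-fold. In eS7A-4KR cells the footprints went from 29.7 ± 3.07 (n = 2) to 584.3 ± 60.1 (n = 2), and the log2 TE rose by 2.53 (standard error 0.297, adjusted p = 1.08e-05 from the same test), or 5.77-fold. The difference of the TE changes was 4.06 (standard error 0.447, adjusted p = 3.46e-06). All 128 combinations of single libraries gave a larger rise in eS7A-WT, with differences from 3.38 to 4.61. With the replicate number as a block the difference was 3.98. Under edgeR's newer quasi-likelihood method it was 4.02 with an adjusted p of 0.0326, which does not pass the threshold of 0.01. Of the difference on the log2 scale, 47.2% lay before treatment, where the TE of HAC1 was higher in eS7A-4KR, and 52.8% at 4 h, while under total counts the larger part lay before treatment. The paper concludes that monoubiquitination of eS7A by Not4 has a crucial part in raising translation during the UPR, most of all that of HAC1. Besides ribosome profiling of eS7A-WT and eS7A-4KR cells, it draws on Hac1 protein levels, HAC1 mRNA in polysome fractions and single-lysine eS7A mutants. These other experiments were not analysed here.

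**Figure D2:**
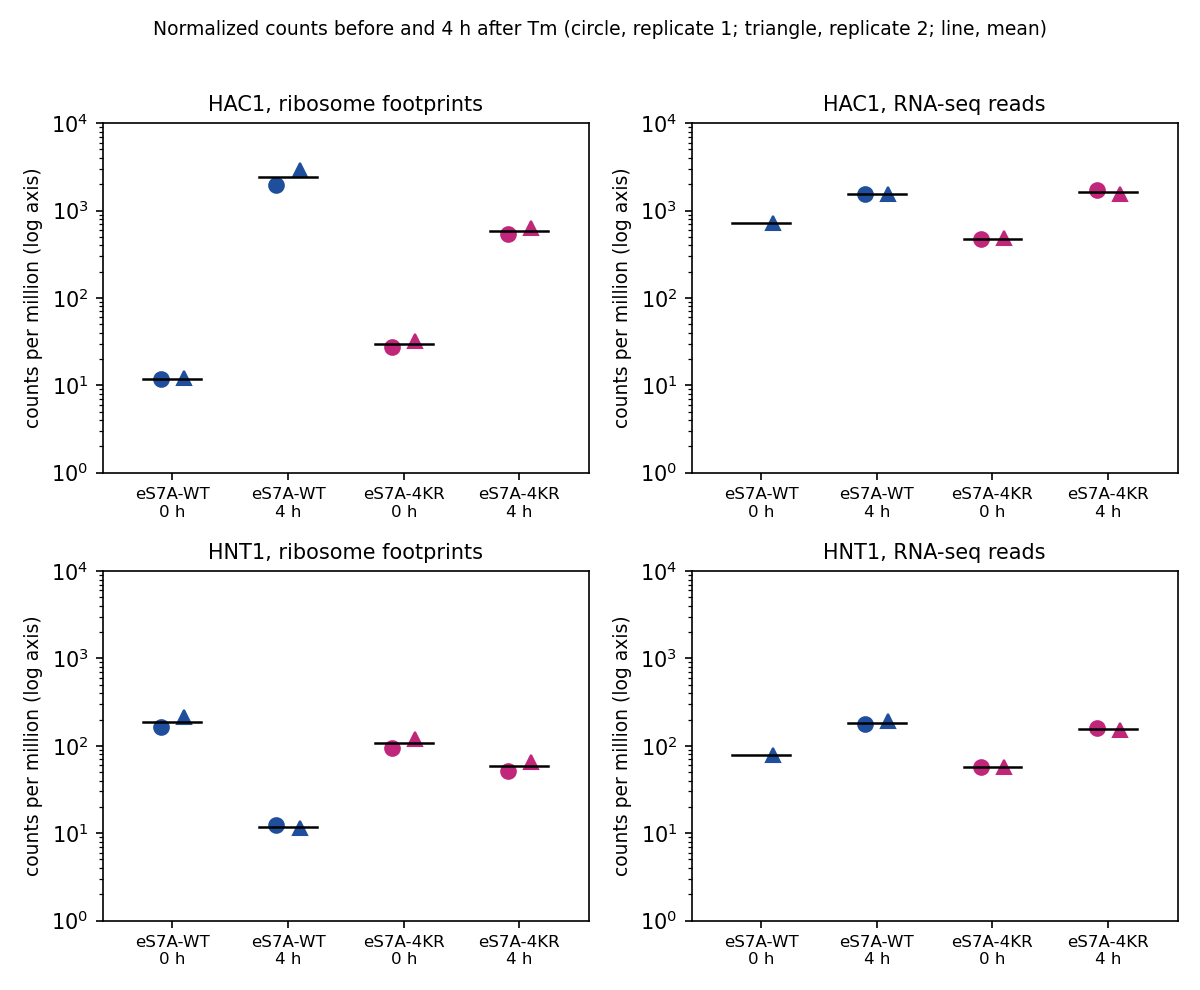
Cpm (vertical axes, logarithmic, TMM-normalized) of HAC1 and HNT1 in each eS7A-WT and eS7A-4KR library of both assays, by strain and time after the addition of Tm. Each point is a library and each bar a group mean. The HAC1 footprints of eS7A-WT at 4 h average 2453, and those of eS7A-4KR 584.3.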

Mapping of the footprints throughout *HAC1*^*i*^ mRNA in *eS7A-WT* and *eS7A-4KR* mutant cells (Fig. 2b) suggested that this mRNA does not contain a strong translation pause site.

**Figure 2:**
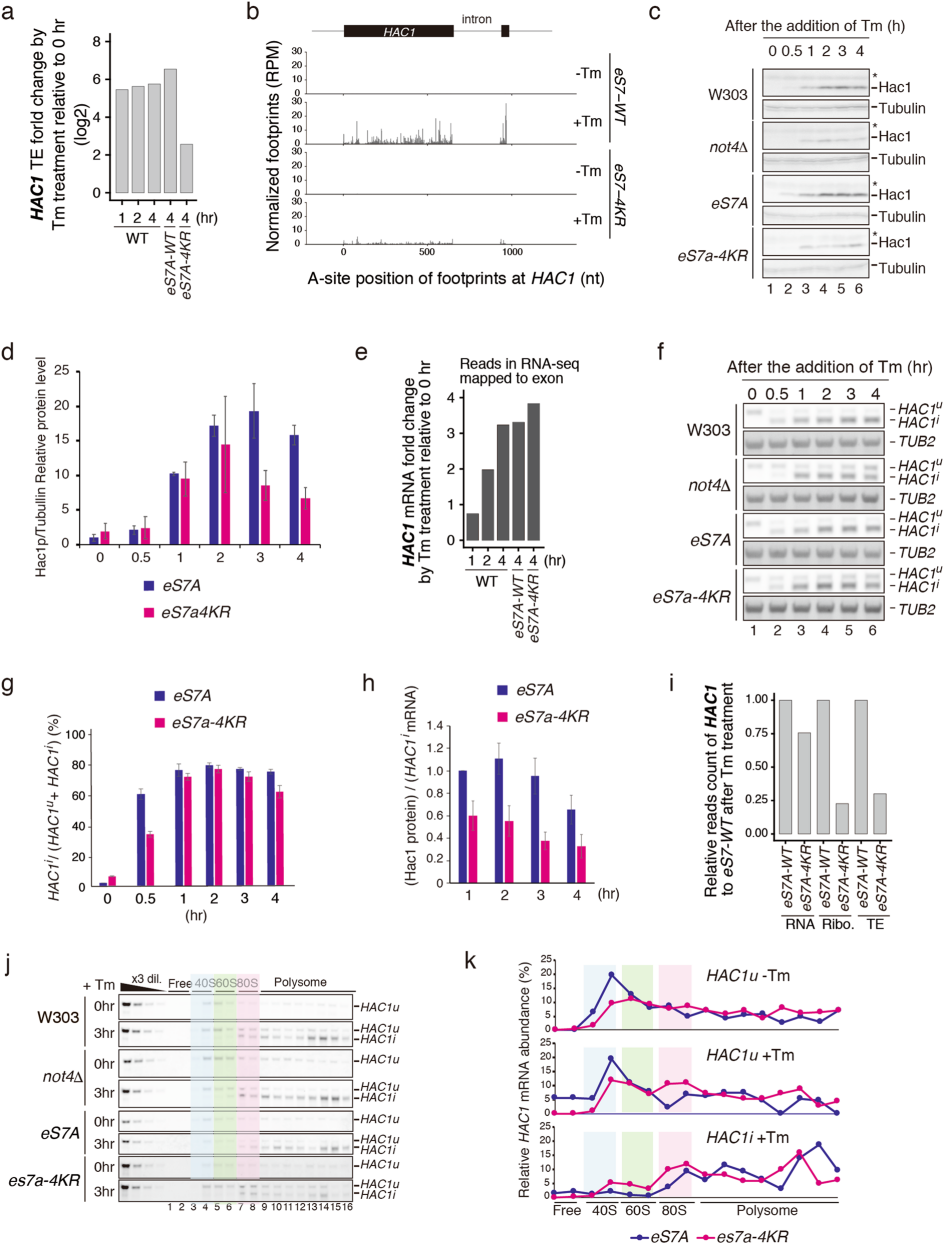
Not4-mediated monoubiquitinated eS7A is required for upregulation of *HAC1*^*i*^ translation in response to UPR in yeast. (**a**) Upregulation of *HAC1*^*i*^ translation in response to UPR was diminished in *eS7A-4KR* mutant cells. (**b**) Map of the A-site position of footprints at *HAC1*. (**c**) Significant reductions in Hac1 protein levels in *not4*∆ and *eS7A-4KR* mutant cells. (**d**) Normalisation of Hac1 protein levels relative to tubulin levels. The normalised levels of Hac1 protein were significantly lower in eS7A-4KR mutant than in WT. (**e**) Upregulation of *HAC1* mRNA in W303(WT), *eS7A-WT* and *eS7A-4KR* mutant strains. (**f**) Regulation of mRNA splicing of *HAC1*^*u*^ was moderately reduced in *eS7A-4KR* mutant cells. (**g**) Splicing efficiency of *HAC1 *estimated by the ratio of total *HAC1* mRNA to *HAC1*^*i*^ mRNA in *eS7A-WT* and *eS7A-4KR* mutant cells. (**h**) Translation efficiency of HAC1, estimated by the ratio of Hac1 protein to *HAC1*^*i*^ mRNA in *eS7A-WT* and *eS7A-4KR* mutant cells. (**i**) Translation efficiency after 4 h of Tm treatment, as estimated by ribosome footprints and mRNA reads in the *eS7A-WT* and *eS7A-4KR* mutant cells. (**j**) Translation of *HAC1*^*i*^ mRNA is decreased in *eS7A-4KR* mutant cells. Polysome profiles were generated by continuous measurement of absorbance at 254 nm. Equal volumes of the fractions were collected and processed for northern blotting. (**k**) Quantification of *HAC1*^*i*^ and *HAC1*^*u*^ mRNA levels in sucrose gradient fractions. (**c**, **f**, **j**) Cropped blots were display. Cropped blots were display. All uncropped images are available in Supplemental Figure S8.

To validate these results by ribosome profiling, the expression of *HAC1* was evaluated at the splicing, translation and protein levels. Hac1 protein was detected 0.5 h after the addition of Tm to WT cells, but its signal was much weaker in *not4*∆ and *eS7A-4KR* mutant cells, being approximately 50% of the levels in *eS7A-WT* cells (Fig. 2c). The level of Hac1 protein normalized to that of tubulin also indicated that Hac1 protein was significantly downregulated in the *eS7A-4KR* mutant, being approximately 50% of the levels in *eS7A-WT* cells 4 h after Tm treatment (Fig. 2d). In *eS7A-4KR* mutant cells, induction of *HAC1* mRNA by Tm treatment was intact (Fig. 2e–g), although this induction was moderately delayed by about 30 min after the addition of Tm (Fig. 2f,g). 

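The RNA-seq value of HAC1 rose in eS7A-4KR cells from 475.8 ± 9.84 cpm (TMM-normalized, SD, n = 2) at 0 h to 1626 ± 109 (n = 2) at 4 h, a log2 change of 1.77 (standard error 0.207, adjusted p = 4.21e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In eS7A-WT it rose from 718.4 (n = 1) to 1543 ± 18.4 (n = 2), a log2 change of 1.10 (standard error 0.254, adjusted p = 0.000773). The difference between these changes did not pass the threshold without a term for the replicate (−0.67, standard error 0.328, adjusted p = 0.0976), nor with the replicate number as a block over all libraries (−0.61, adjusted p = 0.055). It passed with the replicate number within each assay as a block, an alternative chosen after seeing the data (−0.69, standard error 0.131, adjusted p = 2.01e-05). Over 7 alternatives the difference lay between −0.69 and −0.21. In W303 the log2 changes were −0.49 at 1 h (standard error 0.142, adjusted p = 0.0104), 0.52 at 2 h (adjusted p = 0.00285) and 0.98 at 4 h (adjusted p = 6.44e-06). The alternative that moved the 4 h values most was scaling by total counts, under which the change was 1.73 in eS7A-WT, 1.94 in eS7A-4KR and 1.69 in W303 at 4 h. With the replicate number as a block it was 1.17 in eS7A-WT and 1.78 in eS7A-4KR. The changes in W303 at 1 h and 2 h lie close to the threshold: the fall at 1 h passed it under total counts (−0.42, adjusted p = 0.00608) and the rise at 2 h did not with all 25 libraries in one fit (0.52, adjusted p = 0.0374). The counts cover both forms of the mRNA and give no value for splicing.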

The splicing efficiency (the ratio of *HAC1*^*u*^ + *HAC1*^*i*^ mRNAs to *HAC1*^*i*^ mRNA) was moderately reduced in *not4*∆ and *eS7A-4KR* mutant cells (Fig. 2g).

In comparing TE in eS7-WT and eS7-4KR cells 4 h after the addition of Tm based on reads of *HAC1*, we found that the translation of *HAC1* mRNAs was approximately 4-fold lower in eS7-4KR than in wild-type (WT) cells (Fig. 2i). 

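At 4 h after the addition of Tm, the TE of HAC1 in eS7A-4KR cells was 22.6% of that in eS7A-WT cells, a log2 difference of −2.14 (standard error 0.293, adjusted p = 3.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Footprints were at 23.8% of the value in eS7A-WT (log2 difference −2.07, standard error 0.207, adjusted p = 9.79e-09), with 24872 and 28871 counts on HAC1 in the eS7A-WT libraries and 8941 and 12111 in the eS7A-4KR libraries. The mRNA differed by 0.08 on the log2 scale (standard error 0.207, adjusted p = 0.771). When libraries were scaled by their total counts, this mRNA difference reversed to −0.37 and passed the threshold (adjusted p = 0.00342 from the same test), and the TE difference was −1.77 (adjusted p = 3.26e-07). With the eS7A libraries left out in turn, the mRNA difference lay between −0.0013 and 0.14. The 16 combinations of single libraries gave TE differences from −2.59 to −1.65. With the replicate number as a block the TE difference was −2.14, as without it.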

To validate TE by other methods, we analyzed the distribution of *HAC1* mRNA by sucrose gradient ultracentrifugation (Fig. 2j,k). In the absence of Tm, the *HAC1*^*u*^ mRNAs were detected on polysomes, with their distribution and levels being similar in eS7A-4KR and eS7A-WT cells (Fig. 2f,j,k). 

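At 0 h the ribosome profiling libraries held 196 and 318 counts on HAC1 in eS7A-WT cells, 0.00084% of all counts, and 535 and 689 in eS7A-4KR cells, 0.00308%. These footprints were higher in eS7A-4KR by 1.32 on the log2 scale (standard error 0.223, adjusted p = 1.73e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mRNA was lower by a log2 difference of −0.59 that did not pass the threshold of 0.01 (standard error 0.254, adjusted p = 0.0462) and rests on 1 eS7A-WT library, while it passed under total counts (−0.58, adjusted p = 0.000543) and, in alternatives chosen after seeing the data, with the replicate number within each assay as a block (−0.61, adjusted p = 2.15e-06) and with the crossed block (−0.57, adjusted p = 1.6e-06). The TE of HAC1 at 0 h was therefore higher in eS7A-4KR by 1.91 (standard error 0.338, adjusted p = 0.000897), and by 1.84 with the replicate number as a block. Under edgeR's newer quasi-likelihood method the TE difference was 1.90 with an adjusted p of 0.136, and the footprint difference 1.31 with an adjusted p of 0.141, so that neither passed.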

In the absence of Tm treatment, however, almost no footprints of ribosomes on *HAC1*^*u*^ were observed in eS7A-4KR and eS7A-WT cells (Fig. 2b), consistent with previous findings. These results may have been due to the tightly packed configuration of ribosomes on *HAC1*^*u*^ mRNA. After Tm treatment for 4 h, the levels of *HAC1*^*i*^ mRNA on polysomes were moderately but significantly lower in eS7A-4KR than in eS7A-WT cells (Fig. 2b,k). Overall, the changes in the levels of *HAC1*^*i*^ mRNA on polysomes were consistent with TE calculated based on the levels of *HAC1*^*i*^ mRNA and Hac1 protein, or approximately 2-fold (Fig. 2h). The imperfect correlation of TE with the ratio of protein to mRNA level may be due to a difference in the efficiency of recovery of mRNA reads from ribosomes translating *HAC1*^*i*^ mRNA in eS7A-WT and eS7A-4KR mutant cells.

Not4 monoubiquitinates eS7 at four lysine residues (Supplementary Fig. 4a), with K83 ubiquitination being primarily responsible for mRNA quality control^24^. To identify the ubiquitination site(s) of eS7A required for the upregulation of *HAC1*^*i*^, *HAC1*^*u*^ mRNA splicing and Hac1 protein levels were examined in four mutants containing a single lysine residue, eS7A, susceptible to Not4-mediated monoubiquitination, *eS7A-3KR-K72*, *eS7A-3KR-K76*, *eS7A-3KR-K83* and *eS7A-3KR-K84*^24^. Hac1 protein levels were significantly lower in *eS7A-3KR-K72* and *eS7A-3KR-K76* single-lysine and *eS7A-4KR* mutant cells (Supplementary Fig. 4b,d), but not in *eS7A-3KR-K83* and *eS7A-3KR-K84* single-lysine cells (Supplementary Fig. 4c,e). These results, which indicate that monoubiquitination of eS7A at lysine 83 or 84 is sufficient for the production of Hac1 protein, are consistent with a model in which translation of *HAC1*^*i*^ mRNA is facilitated by monoubiquitinated eS7A at lysine residue 83 or 84. However, the possibility that mutation of eS7A could cause structural changes to the ribosome in addition to the ubiquitination defect cannot be excluded.

After Tm treatment, the translation of *HNT1* mRNA is suppressed in an uORF-dependent manner^37,39^. We also found that *HNT1* was most markedly repressed upon UPR (Fig. 1e). 

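In W303 cells the log2 TE change of HNT1 relative to 0 h was −3.33 at 1 h (standard error 0.161, adjusted p = 2.26e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −4.77 at 2 h (standard error 0.191, adjusted p = 9.39e-11) and −4.56 at 4 h (standard error 0.194, adjusted p = 2.19e-10). Its footprints were 167.9 ± 8.84 cpm (TMM-normalized, SD, n = 2) at 0 h, 31.0 at 1 h, 10.9 at 2 h and 13.1 at 4 h, the last from 69 counts in 1 library. The mRNA rose by 0.89 at 1 h (standard error 0.0935, adjusted p = 1.2e-06), 0.82 at 2 h (standard error 0.0932, adjusted p = 5.32e-07) and 0.88 at 4 h (standard error 0.093, adjusted p = 1.71e-07) on the log2 scale. With the replicate block by culture the TE changes were −3.32, −4.77 and −4.56. The counts cover the main ORF and hold none for the uORFs.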

Hac1 is reported to be required to synthesize uORF-containing *HNT1* mRNAs, making it essential for the downregulation of *HNT1*. Interestingly, assessment of ribosome occupancy on *HNT1* mRNA (Fig. 3a) showed that the ribosomes efficiently read through the uORF in the eS7A-4KR mutant after Tm treatment. The reduction of Hnt1 protein after Tm treatment was significantly restored in the eS7A-4KR mutant (Fig. 3b), but the level of long transcripts containing uORFs was not reduced in the mutant (Fig. 3c). These findings indicate that, although the level of Hac1 was lower in eS7A-4KR mutant than in es7A-WT cells, it was sufficient in the former to induce uORF-containing *HNT1* mRNA under UPR conditions. Thus, independently of Hac1, eS7 ubiquitination may facilitate the translation of uORFs, thereby repressing the translation of *HNT1* ORF (Fig. 3d).

**Figure 3:**
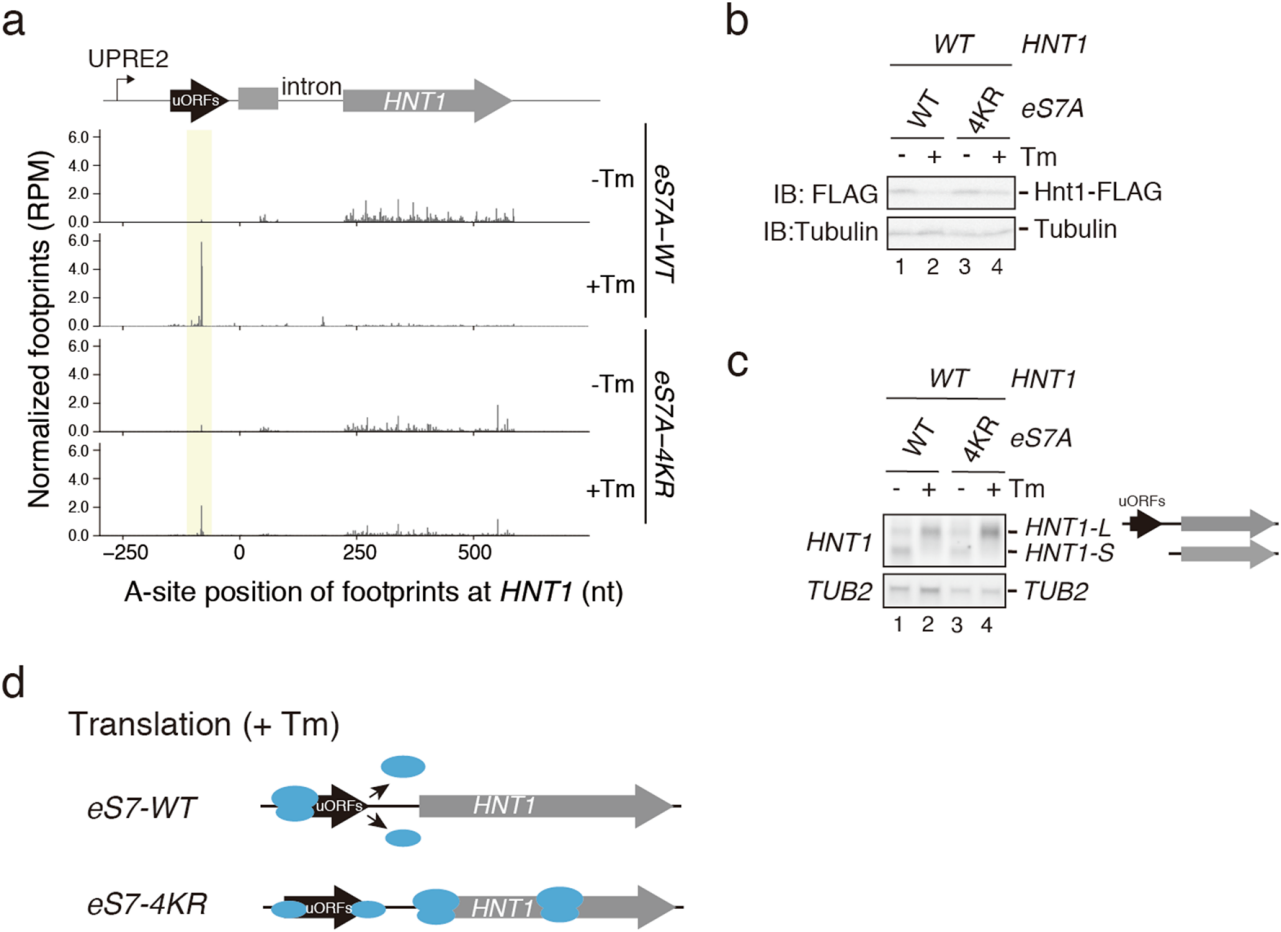
Downregulation of *HNT1* translation during UPR was defective in eS7A-4KR mutant cells. (**a**) Map of the A-site position of footprints at *HNT1* in *eS7A-WT* or *eS7A-4KR* mutant cells in the absence (-Tm) or presence of (+ Tm) for 4 h. (**b**) Hnt1-FLAG protein level was significantly reduced by Tm treatment. (**c**) The uORF-containing *HNT1* mRNA was induced by Tm treatment in *eS7A-WT* and *eS7A-4KR* mutant cells. (**d**) Model for uORF-dependent translational downregulation of *HNT1* and the role of eS7 ubiquitination in this regulation. In eS7-WT cells, translation initiation from uORF3 reduced initiation from *HTN1* main ORF in the presence of Tm. In eS7-4KR cells, translation initiation from uORF3 was reduced, and initiation from *HTN1* main ORF was not downregulated upon UOR. (**b**, **c**) Cropped blots were display. All uncropped images are available in Supplemental Figure S9.

### Deubiquitinating enzyme complex Upb3-Bre5 is involved in the regulation of eS7A ubiquitination during UPR

Our results demonstrated that eS7A ubiquitination is required for translational controls during UPR. We therefore assessed whether the upregulation of eS7A ubiquitination is dependent on Ire1 and Hac1. We found that eS7A ubiquitination was increased in *ire1*∆ and *hac1*∆ mutant cells 4 h after Tm addition (Fig. 4a), indicating that the Ire1-Hac1 pathway is not required for the upregulation of eS7A ubiquitination.

**Figure 4:**
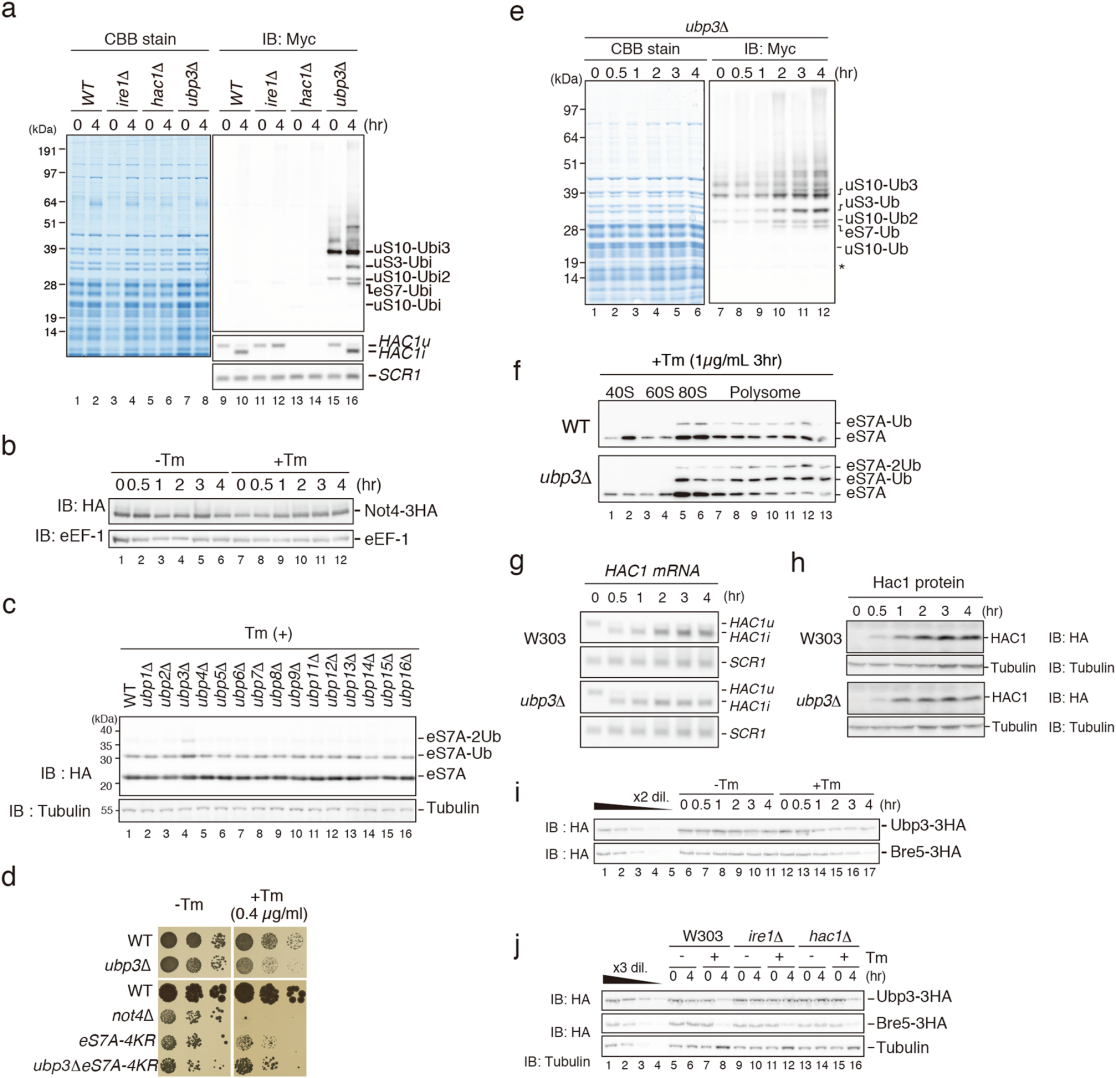
Deubiquitinating enzyme complex Upb3-Bre5 is involved in the regulation of eS7A ubiquitination during UPR. (**a**) Regulation of eS7A ubiquitination during UPR was independent of Ire1 and Hac1. (**b**) UPR had no effect on Not4 levels. (**c**) A genetic screen to identify the enzyme response for the deubiquitination of polyubiquitinated S7A. The levels of polyubiquitinated eS7A 2 h after Tm addition were significantly and specifically increased in *ubp3*∆ mutant cells. (**d**) Ubp3 is a deubiquitinating enzyme of eS7A and is required for Tm resistance. (**e**) Levels of polyubiquitinated eS7A during UPR in *ubp3*∆ mutant cells. (**f**) Monosomes and polysomes, but not free 40S, in both wild-type and *ubp3*∆ mutant cells contain polyubiquitinated eS7A. (**g**) The splicing of *HAC1*^*u*^ mRNA was intact in *ubp3*∆ mutant cells. (**h**) Hac1 protein level was slightly reduced in *ubp3*∆ mutant cells. (**i**) Ubp3 and its co-factor Bre5 were significantly and gradually decreased as a function of time during UPR. (**j**) Downregulation of Ubp3 but not Bre5 was impaired in *ire1*∆ cells, but not in *hac1*∆ cells. (**a**, **b**, **c**, **e**, **f**, **h**, **i**, **j**) Cropped gels or blots were display. All uncropped images are available in Supplemental Figure S10.

To further elucidate the mechanism underlying the regulation of eS7A ubiquitination, we measured the expression of the E3 ligase Not4, which is responsible for the monoubiquitination of eS7A. We found that Not4 expression remained unchanged after the addition of Tm (Fig. 4b). We next hypothesized that the increase in monoubiquitinated eS7A in response to Tm is caused by a decrease in deubiquitinating activity. To test this possibility, we first performed a genetic screen to identify the enzyme responsible for deubiquitinating ubiquitinated eS7A. The levels of ubiquitinated eS7A were significantly and specifically increased in *ubp3*∆ mutant cells 2 h after the addition of Tm (Fig. 4c, lane 4). Deletion of *UBP3* conferred sensitivity to Tm (Fig. 4d), suggesting that Ubp3 is the enzyme responsible for deubiquitinating ubiquitinated eS7A and that it contributes to resistance to ER stress. To measure the levels of ubiquitinated eS7A during UPR, we used N-terminal Myc-tagged ubiquitin, followed by ribosome affinity purification^22^. Tm addition significantly upregulated monoubiquitinated eS7A in a time-dependent manner (Fig. 4e). Western blot analysis of sucrose gradient fractions showed that monosomes or polysomes, but not free 40S subunits, contained ubiquitinated eS7A in both WT and *ubp3*∆ mutant cells (Fig. 4f), suggesting that translating ribosomes contain polyubiquitinated eS7A. In *ubp3*∆ mutant cells, the levels of mono- and di-ubiquitinated eS7A were increased in mono- and polysome fractions, but not in the 40S subunit (Fig. 4f), indicating that eS7A is the substrate of Ubp3 in monosomes and polysomes but not in the 40S subunit. Assessments of the levels of expression of *HAC1* mRNA and Hac1 protein in the *ubp3*∆ deletion mutant showed that Hac1 protein expression was significantly decreased (Fig. 4g,h).

Next, we assessed whether the UPR results in the downregulation of the deubiquitinating enzyme. Ubp3 forms a complex with its cofactor Bre5 in vivo, with complex formation required for Ubp3 function^40,41^. Western blot analysis of Ubp3-3HA and Bre5-3HA expressed from endogenous promoters showed that the levels of the deubiquitinating enzyme Ubp3 and its cofactor Bre5 decreased significantly and gradually during the UPR (Fig. 4i). The downregulation of Ubp3 was impaired in *ire1*∆ but not in *hac1*∆ mutant cells, although neither of these UPR factors was required for the downregulation of Bre5 (Fig. 4j). These results indicate that activated Ire1 induces the downregulation of Ubp3, but not of Bre5, during the UPR. Taken together, these findings indicate that downregulation of deubiquitination in response to UPR increases the levels of monoubiquitinated eS7A, a downregulation that is affected by, but not completely dependent on, the Ire1-Hac1 pathway (Fig. 5).

**Figure 5:**
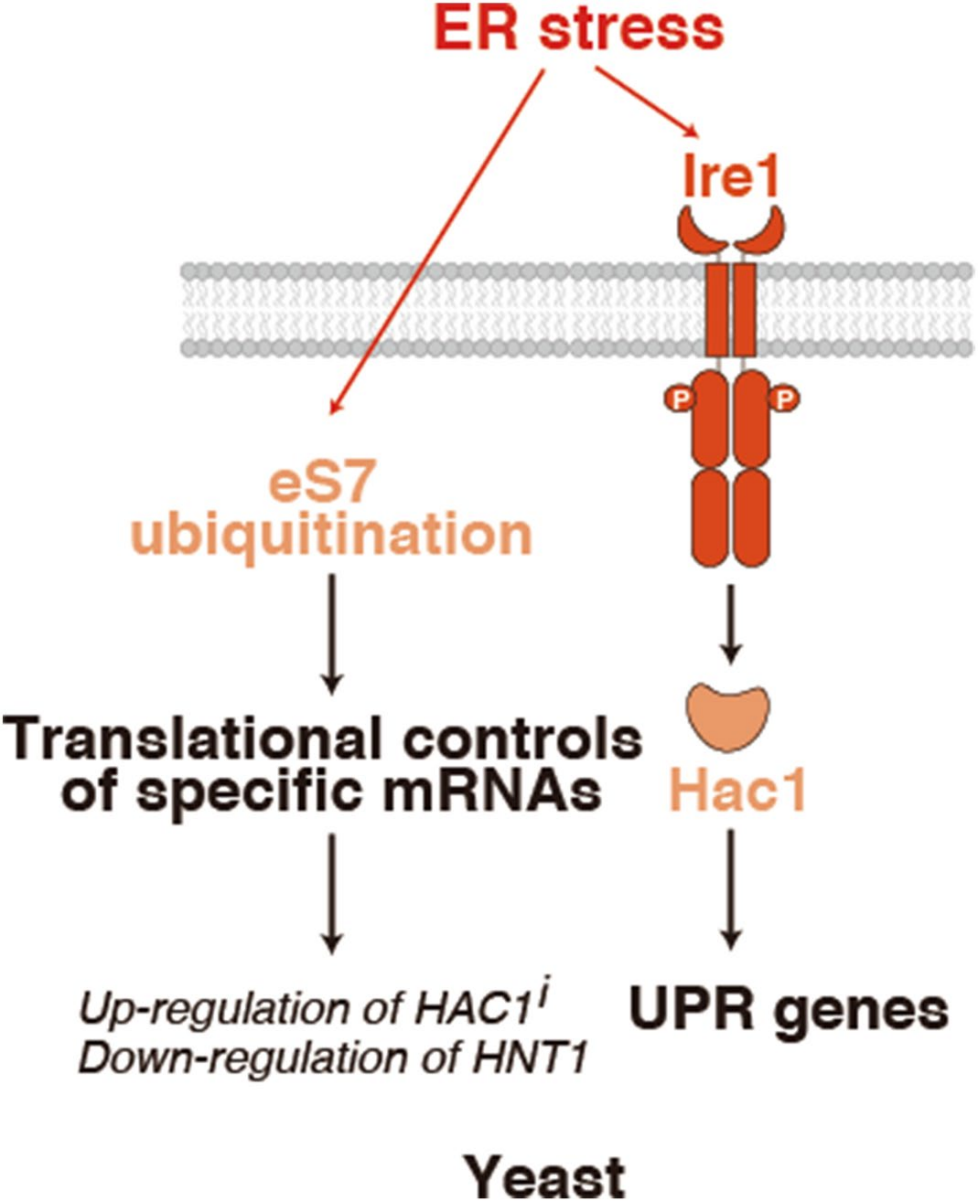
Model for regulation of eS7A ubiquitination in response to UPR and its roles in translational controls. Not4-mediated monoubiquitination of eS7A at lysine 83 or 84 is required to control translation during UPR. Tm-induced ER stress increased the levels of ubiquitinated eS7A in a manner independent of Ire1 and Hac1. Monoubiquitinated eS7A is required for upregulation of specific mRNAs including *HAC1*^*i*^ mRNA and downregulation of *HNT1* mRNA. Ribosome ubiquitination of eS7A is therefore likely required for translational control in response to ER stress in yeast.

## Discussion

Ubiquitination of ribosomal proteins plays an essential role in quality control induced by ribosomal stalling^22–24,26,28,37^. However, the physiological functions of ribosome modifications remain unclear. The findings of this study indicate that ribosome eS7 monoubiquitination is required for translational controls during ER stress responses in yeast. Ribosome profiling revealed that eS7A monoubiquitination was necessary for translational up- and down-regulation of specific mRNAs. Monoubiquitination of eS7A facilitated the translational upregulation of *HAC1*^*i*^ mRNA, a master transcription factor in the UPR, and the downregulation of *HNT1* during ER stress. The mechanisms underlying the roles of eS7A ubiquitination in translational regulation of specific mRNAs during ER stress, however, remain unclear. Hac1-mediated production of long transcripts containing uORFs was shown to repress the translation of histidine triad nucleotide-binding 1 (*HNT1*) mRNA^37^. We recently reported that uORF3 is required for *HNT1* expression, and that translation of *HNT1* is efficiently repressed by a strong Kozak sequence uORF3 during UPR^39^. These findings suggest that initiation of translation at the AUG codon of uORF3 is inefficient, and that leaky scanning of uORF3 is responsible for translation of *HNT1*. Although Tm treatment reduced the production of Hnt1 protein in eS7A-WT, it did not alter Hnt1 protein production in the eS7A-4KR mutant (Fig. 3b), despite the level of long transcripts containing uORFs not being changed in this mutant (Fig. 3c). These findings suggested that initiation of translation at the AUG codon of uORF3 is repressed in the eS7A-4KR mutant, and that initiation of translation at the AUG codon of the *HNT1* ORF is stimulated by the increase in leaky scanning of uORF3. Thus, eS7 ubiquitination may facilitate the translation of uORF3, thereby repressing the translation of *HNT1* ORF.

Understanding translational regulation in response to the accumulation of unfolded proteins in the ER can be improved by determining the molecular mechanisms underlying eS7A monoubiquitination-mediated regulation of translation during the UPR. Our results suggested that initiation of translation of specific mRNAs, including *HAC1*^*i*^ and uORF3 of *HNT1* mRNA, depends on eS7 ubiquitination by an as yet unknown mechanism, and that reduced translation from these initiation codons resulted in defects in the upregulation of *HAC1*^i^ mRNA and the downregulation of *HNT1* mRNA upon UPR (Fig. 5). These interactions between eS7A and translation initiation factors may be critical for initiating translation at specific sites. eIF3 binding to ribosomes elongating and terminating on short upstream ORFs has been shown to promote the re-initiation of *GCN4* translation^42–45^. Moreover, eIF3-dependent translation initiation mechanism contributes to translational recovery in chronic ER stress response^7^.The recently resolved cryo-EM structure of eIF3 in the context of the human 43S pre-initiation complex^44,46,47^, and the proximity of eIF3 to eS7A in a yeast 48S pre-initiation complex model suggest that eS7A is associated with specific initiation factors^47^ (Supplementary Fig. 5). Modification of eS7A, including ubiquitination, may affect the interaction of the 40S subunit with translation initiation factors in the pre-initiation complex, modulating the initiation of translation of specific mRNAs.

The level of monoubiquitinated eS7A in response to UPR was also upregulated in *ire1*∆ and *hac1*∆ mutant cells, indicating that the Ire-Hac1 pathway is not necessary for the regulation of eS7A ubiquitination. These results strongly suggest that the deubiquitinating enzyme complex Upb3-Bre5 was involved in the regulation of eS7A ubiquitination. The level of monoubiquitinated eS7A was upregulated in *ubp3*∆ mutant cells. Ubp3 is the enzyme that deubiquitinates ubiquitinated eS7A and contributes to cell resistance to ER stress. Bre5 is a regulatory subunit that is downregulated upon UPR, even in *ire1*∆ and *hac1*∆ mutant cells, indicating that the downregulation of the deubiquitinating enzyme complex Ubp3-Bre5 is independent of the Ire1-Hac1 pathway. These findings suggest that ER stress reduced the levels of the deubiquitinating enzyme complex Ubp3-Bre5, leading to an increase in the ubiquitinated form of eS7A. Monoubiquitinated eS7A facilitates the translation of *HAC1*^*i*^ mRNA, resulting in efficient induction of Hac1-target genes and downregulation of *HNT1* by as yet unknown mechanisms. Further investigations are needed to determine the mechanism underlying the ribosome ubiquitination-mediated regulation of translation initiation upon UPR.

## Materials and methods

### Yeast strains and genetic methods

The *S. cerevisiae* strains used in this study are listed in Table 1. Gene disruption and C-terminal tagging were performed as previously described^48,49^. *S. cerevisiae* W303-1a based strains were obtained by established recombination techniques using PCR-amplified cassette sequences (*kanMX4*, *hphMX4*, *natMX4*, *natNT2* or *HISMX6*)^48,49^. To construct strains of essential ribosomal protein genes (uS10, uS3, eS7AeS7B), the shuffle strain transformed with plasmid expressing mutant ribosomal protein products was grown on SDC plates containing 0.5 mg/mL 5-fluoroorotic acid (5-FOA, #F9001-5, Zymo Research) and a strain lacking URA3 was isolated.

**Table 1:** Yeast strains in this study.

Name	Genotype	Source
W303a	*MATa ade2 his3 leu2 trp1 ura3 can1*	Lab. Stock
not4Δ	*W303a not4Δ::kanMX4*	^18^
ubp3Δ	*W303a ubp3Δ::hygMX4*	This study
hel2Δ	*W303a hel2Δ::natMX4*	^22^
eS7a-Shuf	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS316eS7Ap-eS7A*	^36^
eS7a-WT	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-HA*	^36^
eS7a-4KR	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-4KR(K72/76/83/84R)-HA*	^36^
eS7a-3KR-K72	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-3KR-K72(K76/83/84R)-HA*	^36^
eS7a-3KR-K76	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-3KR-K76(K72/83/84R)-HA*	^36^
eS7a-3KR-K83	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-3KR-K83(K72/76/84R)-HA*	^36^
eS7a-3KR-K84	*W303a es7aΔ::HISMX6, es7bΔ::natNT2, pRS315eS7Ap-eS7A-3KR-K84(K72/76/83R)-HA*	^36^
uS3-Shuf	*W303a us3Δ::natMX4, p416GPDp-uS3*	^22^
uS3-WT	*W303a us3Δ::natMX4, p414GPDp-uS3*	^22^
uS3-K212R	*W303a us3Δ::natMX4, p414GPDp-uS3-K212R*	^22^
uS10-WT	*W303a us10Δ::natMX4, p416uS10p-uS10*	^22^
uS10-WT	*W303a us10Δ::natMX4, p414uS10p-uS10*	^22^
uS10-K6/8R	*W303a us10Δ::natMX4, p414uS10p-uS10-K6/8R*	^22^
eS7a-3HA	*W303a eS7A-3HA::HISMX6*	This study
ubp3DeS7a-3HA	*W303a eS7A-3HA::HISMX6, ubp3Δ::kanMX4*	This study
NOT4-3HA	*W303a NOT4-3HA::HISMX6*	This study
UBP3-3HA	*W303a UBP3-3HA::HISMX6*	This study
ire1ΔUBP3-3HA	*W303a UBP3-3HA::HISMX6, ire1Δ::TRP1*	This study
hac1ΔUBP3-3HA	*W303a UBP3-3HA::HISMX6, hac1Δ::TRP1*	This study
BRE5-3HA	*W303a BRE5-3HA::HISMX6*	This study
ire1ΔBRE5-3HA	*W303a BRE5-3HA::HISMX6, ire1Δ::TRP1*	This study
hac1ΔBRE5-3HA	*W303a BRE5-3HA::HISMX6, hac1Δ::TRP1*	This study

### Plasmid constructs

Specific DNA sequences were PCR amplified using gene specific primers and cloned into vectors using PrimeSTAR HS DNA polymerase (#R010A, Takara-bio) and T4 DNA ligase (#M0202S, NEB). The sequences of all cloned DNAs amplified by PCR were verified by sequencing. Plasmids and primers used in this study are listed in Tables 2 and 3, respectively.

**Table 2:** Plasmids used in this study.

Name	Features	Sourse
p416*GPDp-RPL25-FLAG*	*CEN, URA3, GPD* p*-RPL25-FLAG*	This study
p*MYC-UBI*	*2* μ*, HIS3, CUP1* p*-MYC-UBI-CYC1t*	^22^
pRS315*eS7Ap-eS7A-HA*	*CEN, LUE2, eS7a promoter, eS7A-HA*	^36^
pRS315*eS7Ap-eS7A-4KR-HA*	*CEN, LUE2, eS7a promoter, eS7A-4KR(K72/76/83/84R)-HA*	^36^
pRS315*eS7Ap-eS7A-3KR-K72-HA*	*CEN, LUE2, eS7a promoter, eS7A-3KR-K72(K76/83/84R)-HA*	^36^
pRS315*eS7Ap-eS7A-3KR-K76-HA*	*CEN, LUE2, eS7a promoter, eS7A-3KR-K76 (K72/83/84R)-HA*	^36^
pRS315*eS7Ap-eS7A-3KR-K83-HA*	*CEN, LUE2, eS7a promoter, eS7A-3KR-K83 (K72/76/84R)-HA*	^36^
pRS315*eS7Ap-eS7A-3KR-K84-HA*	*CEN, LUE2, eS7a promoter, eS7A-3KR-K84(K72/76/83R)-HA*	^36^
p414*GPDp-uS3*	*CEN, TRP1, GPD promoter, uS3*	^22^
p414*GPDp-uS3-K212R*	*CEN, TRP1, GPD promoter, uS3-K212R*	^22^
p414*uS10p-uS10*	*CEN, TRP1, uS10 promoter, uS10*	^22^
p414*uS10p-uS10-K6/8R*	*CEN, TRP1, uS10 promoter, uS10-K6/8R*	^22^
pRS416*-SUI2-WT-HA*	*CEN, URA3, SUI2 promoter, SUI2-HA*	This study
pRS416*-SUI2-S52A-HA*	*CEN, URA3, SUI2 promoter, SUI2-S52A-HA*	This study

**Table 3:** Primers used in this study.

Name	Description	Sequence	Use
OIT 4182	*NOT4-F2*	5′-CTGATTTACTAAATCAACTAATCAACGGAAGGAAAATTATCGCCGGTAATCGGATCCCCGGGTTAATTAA-3′	Genomic tagging of NOT4 C-terminus
OIT 4183	*NOT4-S2*	5′-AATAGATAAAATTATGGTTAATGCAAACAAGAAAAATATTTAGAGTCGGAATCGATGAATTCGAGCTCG-3′	Genomic tagging of NOT4 C-terminus
OIT 3451	*UBP3-F2*	5′-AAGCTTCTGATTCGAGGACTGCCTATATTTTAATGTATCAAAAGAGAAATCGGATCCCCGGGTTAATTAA-3′	Genomic tagging of UBP3 C-terminus
OIT 3452	*UBP3-S2*	5′-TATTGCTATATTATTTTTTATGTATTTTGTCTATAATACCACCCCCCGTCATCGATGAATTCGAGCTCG-3′	Genomic tagging of UBP3 C-terminus
OIT 6316	*BRE5-F2*	5′-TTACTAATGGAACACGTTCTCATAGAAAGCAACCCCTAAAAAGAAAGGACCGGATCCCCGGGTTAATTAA-3′	Genomic tagging of BRE5 C-terminus
OIT 5909	*BRE5-S2*	5′-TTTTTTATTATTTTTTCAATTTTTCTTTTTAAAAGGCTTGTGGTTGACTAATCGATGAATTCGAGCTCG-3′	Genomic tagging of BRE5 C-terminus
OIT 4201	*Sui2_-500-F-SacI*	5′-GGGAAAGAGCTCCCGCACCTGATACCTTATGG-3′	Cloning of eIF2α(SUI2)
OIT 4202	*Sui2_spe_HA_S-xho-R*	5′-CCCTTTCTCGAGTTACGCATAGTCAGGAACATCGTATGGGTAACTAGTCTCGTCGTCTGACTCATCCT-3′	Cloning of eIF2α(SUI2)
OIT 4203	*Sui2-S52A-F*	5′-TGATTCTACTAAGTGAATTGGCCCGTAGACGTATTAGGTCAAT-3′	Site-directed mutagenesis of SUI2
OIT 4204	*Sui2-S52A-R*	5′-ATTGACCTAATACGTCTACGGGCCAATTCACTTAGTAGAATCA-3′	Site-directed mutagenesis of SUI2
OIT 4098	*HAC1 probe Foward*	5′-ATGGAAATGACTGATTTTGAACTAA-3′	HAC1 probe for Northern Blot
OIT 4099	*HAC1 probe Reverse*	5′-CAGGTAGCGTCGTCGACTCTGGTAC-3′	HAC1 probe for Northern Blot
OTT139	*SCR1 probe Foward*	5′-AGGCTGTAATGGCTTTCTGGT-3′	SCR1 probe for Northern Blot
OTT140	*SCR1 probe Reverse*	5′-TATGGTTCAGGACACACTCCA-3′	SCR1 probe for Northern Blot
OIT 8871	*yTUB2_probe_Fwd*	5′-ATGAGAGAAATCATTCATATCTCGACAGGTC-3′	TUB2 probe for Northern Blot
OIT 8872	*yTUB2_probe_Rev*	5′-AAGGTGGCCATCATACGATCAGG-3′	TUB2 probe for Northern Blot

### Yeast culture and media

All yeast cells were cultured at 30 °C in YPD or synthetic complete (SC) medium containing 2% glucose and harvested during log phase by centrifugation. To induce ER stress, yeast cells were grown at 30 °C until their absorbance at 600 nm was 0.2, treated with 1 µg/mL tunicamycin (Tm, #208-08243, Wako) for ~ 4 h and harvested. For polysome analysis, yeast cells cultured at 30 °C for 3 h after Tm addition were treated for 5 min with 0.1 mg/mL cycloheximide (CHX, #06741-04, Nacalai tesque) before harvesting by centrifugation. All cell pellets were frozen in liquid nitrogen immediately after harvest and stored at − 80 °C until used.

### RNA isolation

Total RNA was isolated from yeast cells by acidic phenol RNA extraction^24^ with several modifications. Each cell pellet was re-suspended on ice in 200 µL RNA buffer (300 mM NaCl, 20 mM Tris–HCl (pH 7.5), 10 mM EDTA, 1% SDS, in DEPC-treated MilliQ water), followed by immediate addition of 250 µL of water-saturated phenol. The preparations were mixed well by vortexing for 10 s, incubated at 65 °C for 5 min, again mixed by vortexing for 10 s and chilled on ice for 5 min. After centrifugation at 16,000 × *g* for 5 min at room temperature, 190 µL of each water layer was transferred to a new 1.5 mL RNase free tube. A 250 µL aliquot of water-saturated phenol was added and the procedure was repeated. After centrifugation, 170 µL of each water layer was transferred to a new 1.5 mL RNase free tube; 200 µL of water-saturated phenol/chloroform (1:1) was added; and the tubes were vortexed for 10 s and centrifuged at 16,000 × *g* for 5 min at room temperature. A 150 µL aliquot of each water layer was transferred to a new 1.5 mL RNase free tube, to which was added 200 µL of water-saturated phenol/chloroform/isoamylalchol (25:24:1), followed by vortexing for 10 s and centrifugation at 16,000 × *g* for 5 min at room temperature. Finally, 130 µL of each water layer was transferred to a new 1.5 mL RNase free tube and subjected to ethanol precipitation. Each RNA pellet was dissolved in 20–30 µL of DEPC-treated water.

### RNA electrophoresis and northern blotting

RNA electrophoresis and northern blotting were performed as described^24^ with the following modifications. A 6 µL aliquot (1 µg) of total RNA solution was mixed with 24 µL of glyoxal solution [600 µL DMSO, 200 µL deionized 40% glyoxal, 120 µL 10 × MOPS buffer (200 mM MOPS, 50 mM NaOAc, 10 mM EDTA, pH 7.0), 62.5 µL of 80% glycerol, and 17.5 µL of DEPC-treated water in 1 µL] and 3 µL of RNA loading buffer (50% glycerol, 10 mM EDTA pH 8.0, 0.05% bromophenol blue and 0.05% xylene cyanol). The mixture was incubated at 74 °C for 10 min and left to stand on ice for 10 min. A 25 µL aliquot of each sample was electrophoresed at 200 V for 40 min on a 1.2% agarose gel in 1 × MOPS buffer (20 mM MOPS, 5 mM NaOAc and 1 mM EDTA, pH 7.0), followed by capillary transfer of RNA to Hybond-N+ membranes (GE Healthcare) with 20× SSC (3 M NaCl and 300 mM trisodium citrate dihydrate) for 18 h. RNA on the membranes was cross-linked with CL-1000 ultraviolet crosslinker (UVP) at 120 mJ/cm^2^. The membranes were incubated with DIG Easy Hyb Granules (#11796895001, Roche) for 1 h in a hybridization oven at 50 °C. DIG-labelled probe prepared using PCR DIG Probe Synthesis Kit (#11636090910, Roche) was added and the membranes incubated for over 18 h. The membranes were washed twice with wash buffer I (2 × SSC, 0.1% SDS) for 15 min each in a hybridization oven at 50 °C, washed once with wash buffer II (0.1 × SSC, 0.1% SDS) for 15 min at 50 °C, and washed once with 1× maleic acid buffer (100 mM maleic acid, 150 mM NaCl, pH 7.0, adjusted by NaOH) for 10 min at room temperature. The membranes were incubated with Blocking Reagent (#11096176001, Roche) for 30 min and then with anti-Digoxigenin-AP, Fab fragments (#11093274910, Roche) in Blocking Reagent for 1 h. The membranes were washed three times with wash buffer III (1× maleic acid buffer, 0.3% tween 20) for 10 min each, incubated in equilibration buffer (100 mM Tris–HCl, 100 mM NaCl, pH 9.5), and reacted with CDP-star (#11759051001, Roche) for 10 min. Chemiluminescence was detected using LAS-4000 (GE Healthcare), and relative RNA levels were determined using Multi Gauge v3.0 (Fujifilm, Japan).

### Trichloroacetic acid (TCA) precipitation for protein preparation

Yeast cell pellets in 1.5 mL tubes were resuspended in 500 µL ice-cold TCA buffer (20 mM Tris–HCl pH 8.0, 50 mM NH_4_OAc, 2 mM EDTA, and 1 mM PMSF) and transferred to new 1.5 mL tubes containing 500 μL 20% TCA and 500 μL 0.5 mm Zirconia/Silica Beads (BioSpec). The mixtures were vortexed three times for 30 s each, and the supernatants were transferred to new 1.5 mL tubes. A 500 µL aliquot of ice-cold TCA buffer was added to each tube, followed by vortexing for 30 s and transfer of the supernatant to a new 1.5 mL tube. The lysates were centrifuged at 14,000 rpm for 15 min at 4 °C), the supernatants were discarded, and each pellet was resuspended in SDS sample buffer (125 mM Tris–HCl pH 6.8, 4% SDS, 20% glycerol, 100 mM DTT, and 0.01% bromophenol blue) and heated at 95 °C for 5 min or at 65 °C for 15 min. These samples were subsequently loaded onto SDS-PAGE or Nu-PAGE gels.

### Ribosome purification to observe ribosome ubiquitination

To assess ribosome ubiquitination during ER stress, ribosomes were purified with Myc-tagged ubiquitin (Myc-Ubi) and the FLAG-tagged ribosomal protein uL23 (uL23-FLAG), as described previously^22^. Yeast cells harbouring p*CUP1*p-*MYC-UBI* and p*RPL25(uL23)-FLAG* were cultured in 800 mL of synthetic complete medium. To induce the expression of Myc-Ubi, the cells were cultured in the presence of 0.1 mM Cu^2+^ for 1 h, followed by the addition of Tm to a concentration of 1 µg/mL and harvesting at the indicated time points. Cell lysates were prepared, and FLAG-tagged ribosomes were purified using M2 FLAG-affinity resin (Sigma), as described previously^22^. Affinity purified samples were subjected to SDS-PAGE followed by staining with Coomassie brilliant blue (CBB) or western blotting with an anti-Myc antibody.

### Protein electrophoresis and western blotting

Protein electrophoresis and western blotting were performed as described previously^24^ with the following modifications. Protein samples were separated by SDS-PAGE or Nu-PAGE, and stained with CBB or transferred to PVDF membranes (Immobilon-P, Millipore). After blocking with 5% skim milk in PBST (10 mM Na_2_HPO_4_/NaH_2_PO_4_ pH 7.5, 0.9% NaCl, and 0.1% Tween-20), the membranes were incubated with primary antibodies (Table 4) for 1 h at room temperature followed by three washes with PBST and further incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. If detecting HA-tagged proteins, the membranes were incubated with HRP-conjugated antibodies. After three washes with PBST, chemiluminescence was detected by LAS4000 (GE Healthcare).

**Table 4:** Antibodies used in this study.

Antibody	Company	Catalog number	Dilution
HA	*Roche*	12013819001	1:10,000 (IB)
eEF-1	*Homemade*	N/A	1:20,000 (IB)
Tubulin	*Millipore*	05-829	1:2500 (IB)
Hac1	*From Prof. Yoshihisa*	N/A	1:2500 (IB)
Myc	*Sigma*	C3956	1:2000 (IB)

### Sucrose density gradient (SDG) centrifugation

SDG was performed as described^22^ with the following modifications. Yeast cells were grown exponentially at 30 °C and treated with 0.1 mg/mL cycloheximide for 5 min before harvesting by centrifugation. The cell pellets were frozen and ground in liquid nitrogen using a mortar and pestle. The cell powder was resuspended in lysis buffer (20 mM HEPES–KOH, pH 7.4, 100 mM potassium acetate, 2 mM magnesium acetate, 0.5 mM dithiothreitol, 1 mM phenylmethylsulfonyl fluoride; Complete mini EDTA-free; #11836170001, Roche) to prepare the crude extracts. Sucrose gradients (10–50% sucrose in 10 mM Tris–acetate, pH 7.4, 70 mM ammonium acetate, and 4 mM magnesium acetate) were prepared in 25 × 89 mm polyallomer tubes (Beckman Coulter) using a Gradient Master (BioComp). Crude extracts (the equivalent of 50 A260 units) were layered on top of the sucrose gradients, followed by centrifugation at 150,000 × *g* in a P28S rotor (Hitachi Koki, Japan) for 2.5 h at 4 °C. The gradients were fractionated (BioComp Piston Gradient Fractionator), and the polysome profiles generated by continuous measurement of absorbance at 254 nm using a single path UV-1 optical unit (ATTO Biomini UV-monitor) connected to a chart recorder (ATTO digital mini-recorder). For western blotting of these fractions, 900 µL of each fraction were mixed with 180 µL of 100% TCA and the mixtures incubated for 15 min at 4 °C. After centrifugation at 14,000 rpm for 15 min at 4 °C, the supernatants were removed, and each pellet was dissolved in SDS sample buffer (125 mM Tris–HCl pH 6.8, 4% SDS, 20% glycerol, 100 mM DTT, and 0.01% bromophenol blue) and heated at 65 °C for 15 min.

### Spot assay

Yeast cells were cultured in 2 mL YPD or SC medium containing 2% glucose at 30 °C for 12–24 h and adjusted to an optical density at 600 nm of 0.3. Ten-fold serial dilutions were prepared in 1.5 mL tubes and spotted onto plates with and without Tm. The plates were incubated at 30 °C for 2–3 days.

### Ribosome profiling and RNA-seq

To induce ER stress, yeast cells were grown at 30 °C until reaching an optical density at 600 nm of 0.2. The cells were treated with 1 µg/mL Tm for ~ 4 h, harvested by vacuum filtration, and lysed by cryogenic grinding in a mixer mill (Retsch MM400). Whole cell lysates containing 10 µg of total RNA were each treated with 12.5 units of RNase I (Epicentre) at 23 °C for 45 min, and the ribosome fraction was sedimented through a 1 M sucrose cushion. The ribosome protected mRNA fragments were extracted with TRIzole regent (Life Technologies) and used for library preparation.

Library preparation was performed as described^50^ with the following modifications. For ribosome profiling analysis, whole cell lysates containing 20 μg of total RNA were each treated with ten units of RNase I (Epicentre) at 24 °C for 45 min. Linker DNA consisted of 5′-(Phos)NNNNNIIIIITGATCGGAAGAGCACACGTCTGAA(ddC)-3′, with (Phos) indicating 5′ phosphorylation; (ddC) indicating a terminal 2′, 3′-dideoxycytidine; and Ns and Is indicate random barcodes for eliminating PCR duplication and multiplexing barcodes, respectively. The linkers were pre-adenylated with a 5′ DNA Adenylation kit (NEB), and then used for the ligation reaction. Un-reacted linkers were digested with 5′ deadenylase (NEB) and RecJ exonuclease (epicentre) at 30 °C for 45 min. RNA was reverse transcribed using the oligonucleotide primer, 5′-(Phos)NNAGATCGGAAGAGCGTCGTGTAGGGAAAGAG (iSp18)GTGACTGGAGTTCAGACGTGTGCTC-3′. PCR was performed with the primers, 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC-3′ and 5′-CAAGCAGAAGACGGCATACGAGATJJJJJJGTGACTGGAGTTCAGACGTGTG-3′, where Js indicate reverse complement of the index sequence determined during Illumina sequencing. For RNA-seq analysis, total RNA was extracted from lysate using Trizol reagent (Life Technologies); rRNAs were removed from the total RNA using the Ribo-Zero Gold rRNA Removal Kit (Yeast) (Illumina); and the cDNA libraries were prepared using a TruSeq Stranded mRNA Library Prep Kit (Illumina). The libraries were sequenced on a HiSeq 2000/4000 (Illumina). The reads were mapped to yeast transcriptome, removing duplicated reads based on random barcode sequences. The analyses for ribosome profiling were restricted to read lengths of 30–33 nt for eS7-WT (0 h after Tm treatment), 29–33 nt for eS7-WT (4 h after Tm treatment), and 28–32 nt for eS7A-4KR datasets. The position of the A-site from the 5′-end of the reads was estimated based on the length of each footprint. The offsets using for analysis of ribosome profiling were 17 for 32–33 nt, 16 for 29–31 nt and 15 for 28 nt reads. For analysis of RNA-seq, an offset 15 was used for all mRNA fragments. The DESeq package was used to calculate the fold change of mRNA expression and TE^51^.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The sequencing data for ribosome profiling experiments have been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO series accession number GSE128578.

# Supplementary material for: Ribosomal protein S7 ubiquitination during ER stress in yeast is associated with selective mRNA translation and stress outcome
**Source:** Sci Rep. 2020 Nov 12;10:19669. doi: 10.1038/s41598-020-76239-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplemental Information**

**Ribosomal protein S7 ubiquitination during ER stress in yeast is associated with selective mRNA translation and stress outcome**

Yasuko Matsuki^1,7^, Yoshitaka Matsuo^1,7^, Yu Nakano^1^, Shintaro Iwasaki^2,3,4^, Hideyuki Yoko^1^, Tsuyoshi Udagawa^1^, Sihan Li^1^, Yasushi Saeki^5^, Tohru Yoshihisa^6^, Keiji Tanaka^5^, Nicholas T. Ingolia^2^ and Toshifumi Inada^1,*^

^7^These authors contributed equally.

**Supplemental Files**

**Supplemental Figures 1-11**

**
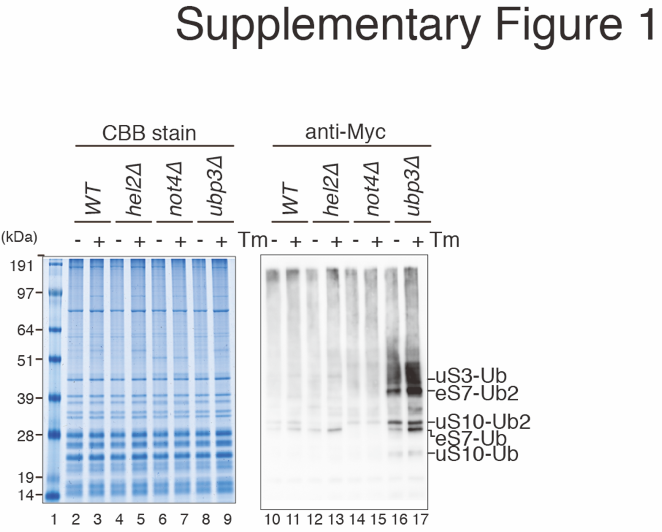
**

**Figure S1. eS7 ubiquitination upon tunicamycin treatment is dependent on Not4.** WT, *hel2*Δ, *not4*Δ, and *ubp3*Δ cells harbouring p*CUP1*p-*MYC-UBI* and p*RPS2(uS5)-FLAG* or p*RPL25(uL23)-FLAG* were cultured in 800 mL of synthetic complete medium. To induce the expression of Myc-Ubi, the cells were cultured in the presence of 0.1 mM Cu^2+^ for 2 h. Cell lysates were prepared and FLAG-tagged ribosomes were purified using M2 FLAG-affinity resin (Sigma), as described (1). Affinity purified samples were subjected to SDS-PAGE followed by western blotting with an anti-Myc antibody. The sections of the gels corresponding to the bands detected by western blotting were isolated and analyzed by mass spectrometry(2).

**
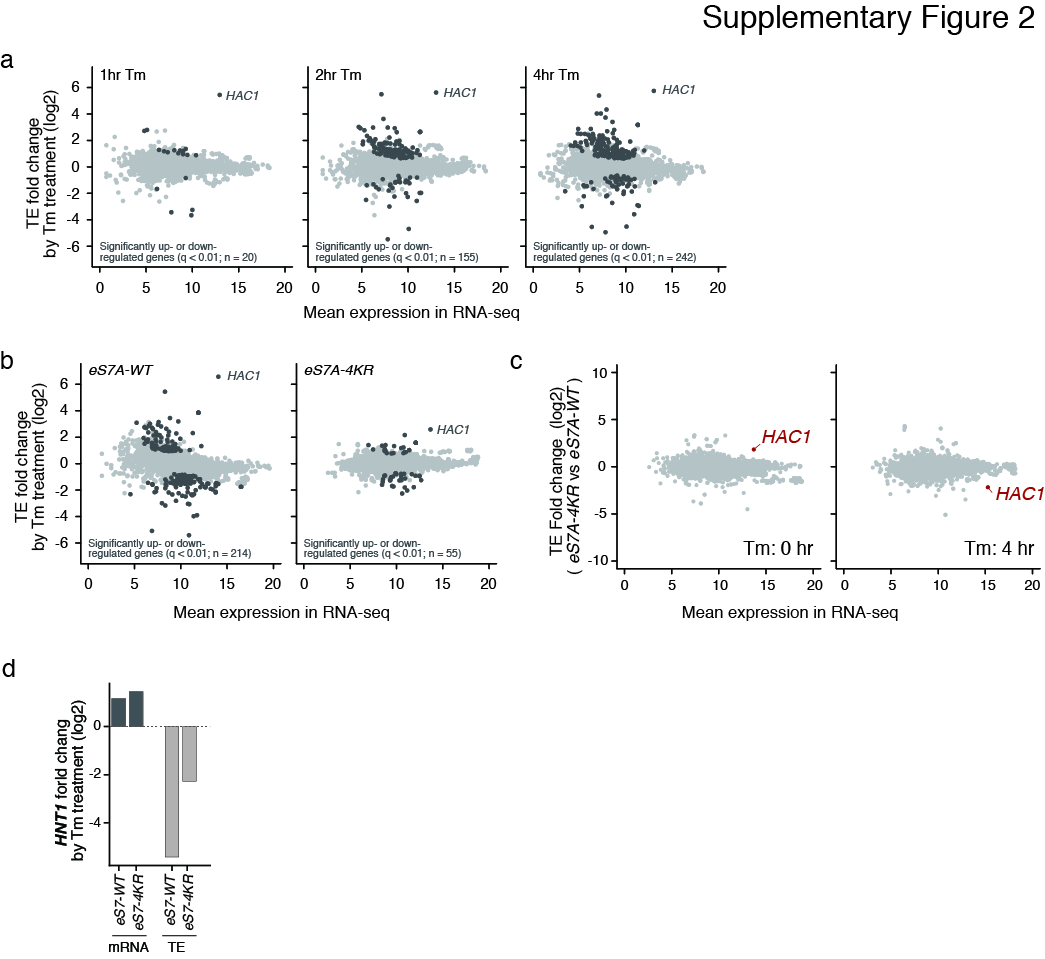
**

**Figure S2. Differential translation efficiency of *eS7A-WT* and *eS7A-4KR* mutant cells in response to Tm treatment.**

**a**, TE change after Tm treatment in WT cells. Wild type cells were treated with 1 µg/mL Tm, and harvested at 0, 1, 2 and 4 h. TE fold changes at the indicated time points relative to 0 h were calculated using Generalized Linear Models in the DESeq package. Genes with q-values <0.01, as calculated by the Benjamini-Hochberg method, are indicated in dark grey. **b**, TE changes in *eS7A-WT* and *eS7A-4KR* cells after treatment with Tm (1 µg/mL) for 4 hr. Genes with q-values <0.01, as calculated by the Benjamini-Hochberg method, are indicated in dark grey. **c**, Translational efficiency in *eS7A-4KR* and *eS7A-WT* cells before and after Tm treatment. TE fold changes were calculated using Generalized Linear Models in the DESeq package. 

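Comparing eS7A-4KR with eS7A-WT cells at the same time, the TE of 59 genes was higher and that of 74 genes lower in eS7A-4KR before Tm treatment, out of 5558 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 4 h the number was 253, with 100 higher and 153 lower. The lists shared 52 genes, of which 49 differed in the same direction at both times. Across all genes, which are not independent replicates, the Spearman correlation of the differences at 0 h and 4 h was 0.492. The mRNA of 2340 genes differed between the strains before treatment and that of 2773 at 4 h. Before treatment the differences in TE ran with gene length, with a Spearman correlation across genes of −0.476 between the TE difference and the number of codons counted, and the corresponding correlation at 4 h was −0.162.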

The red dot indicates the TE of *HAC1* mRNA**. d**, Downregulation of *HNT1* translation in response to UPR was diminished in *eS7A-4KR* mutant cells.

**
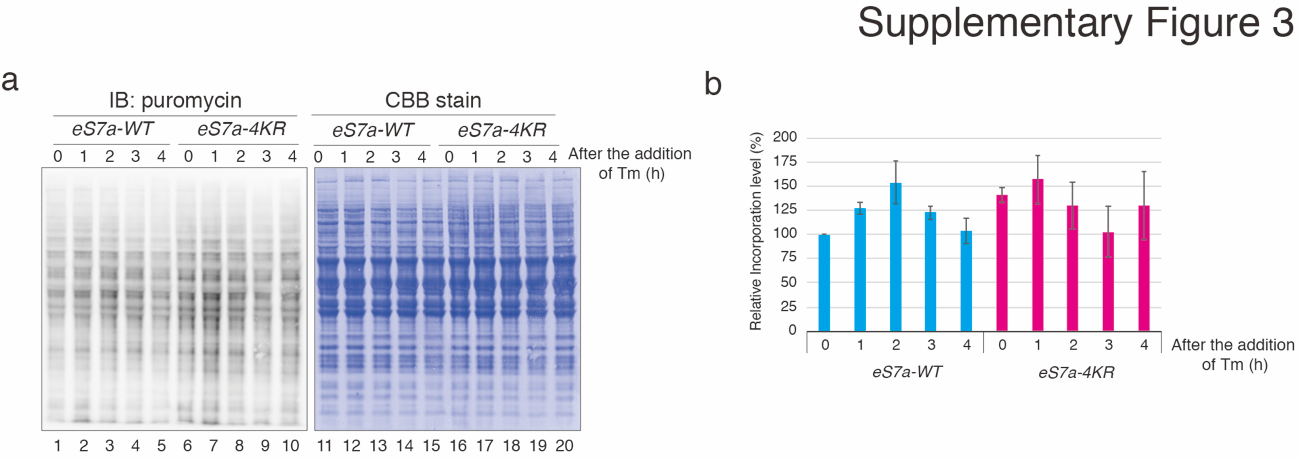
**

**Figure S3. Protein synthesis rates in eS7A-WT and eS7A-4KR cells, as determined by puromycin labelling. a,** Levels of bulk translation in eS7A-WT and eS7A-4KR cells determined by puromycin-treatment followed by western blotting analysis with anti-puromycin antibody. **b**, Quantification of levels of bulk translation in eS7A-WT and eS7A-4KR mutant cells during Tm treatment.

**
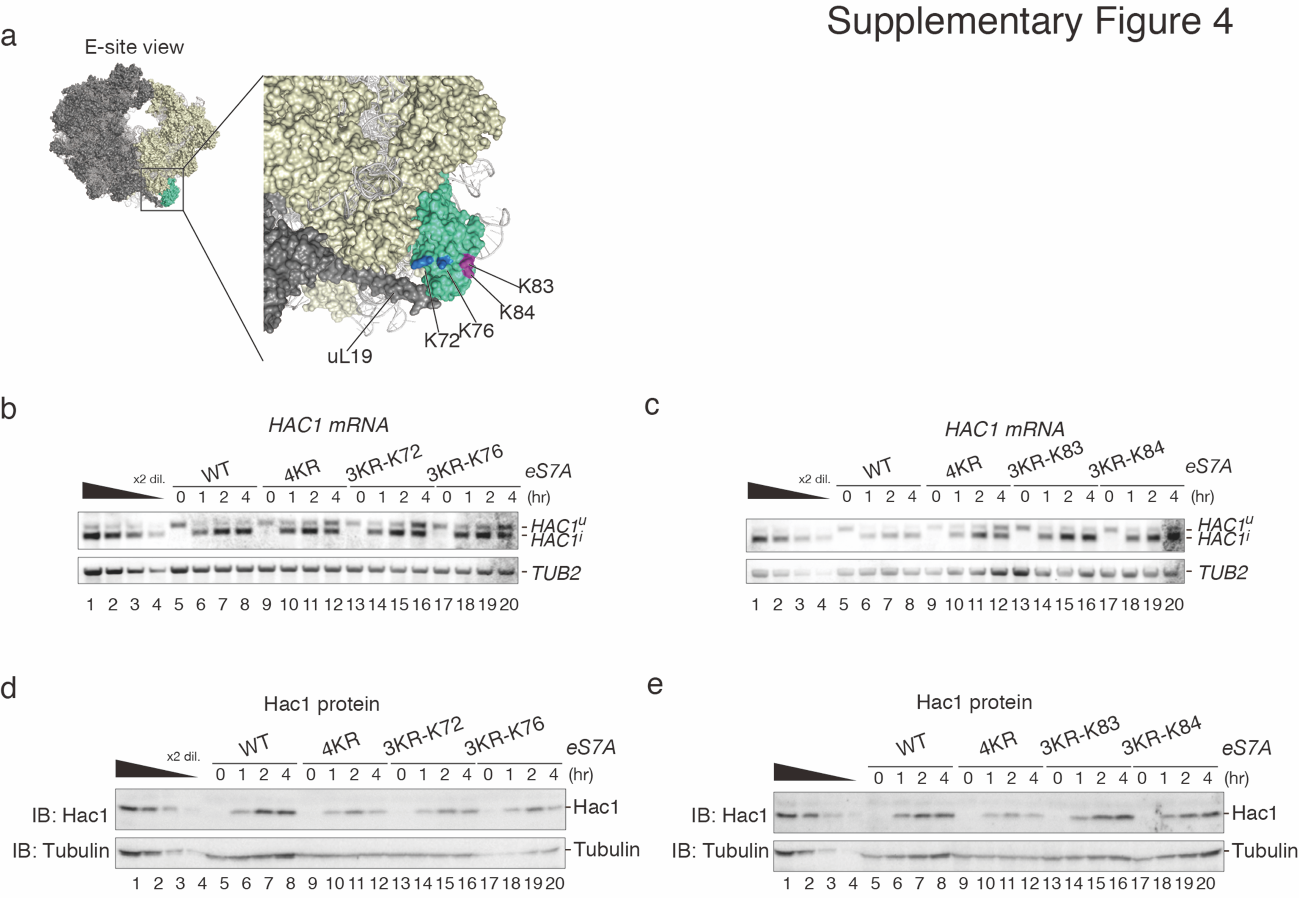
**

**Figure S4. Monoubiquitination of eS7A at lysine residue 83 or 84 is sufficient for splicing of *HAC1^u^* mRNA and Hac1 production. a**, Not4 potentially ubiquitinates four lysine residues on eS7A. **b-c**, Splicing of *HAC1*^u^ mRNA in four single-lysine eS7A mutant cells. **d-e**, Levels of Hac1 protein in four single-lysine eS7A mutant cells. All uncropped images are available in Supplemental Figure S11.

**
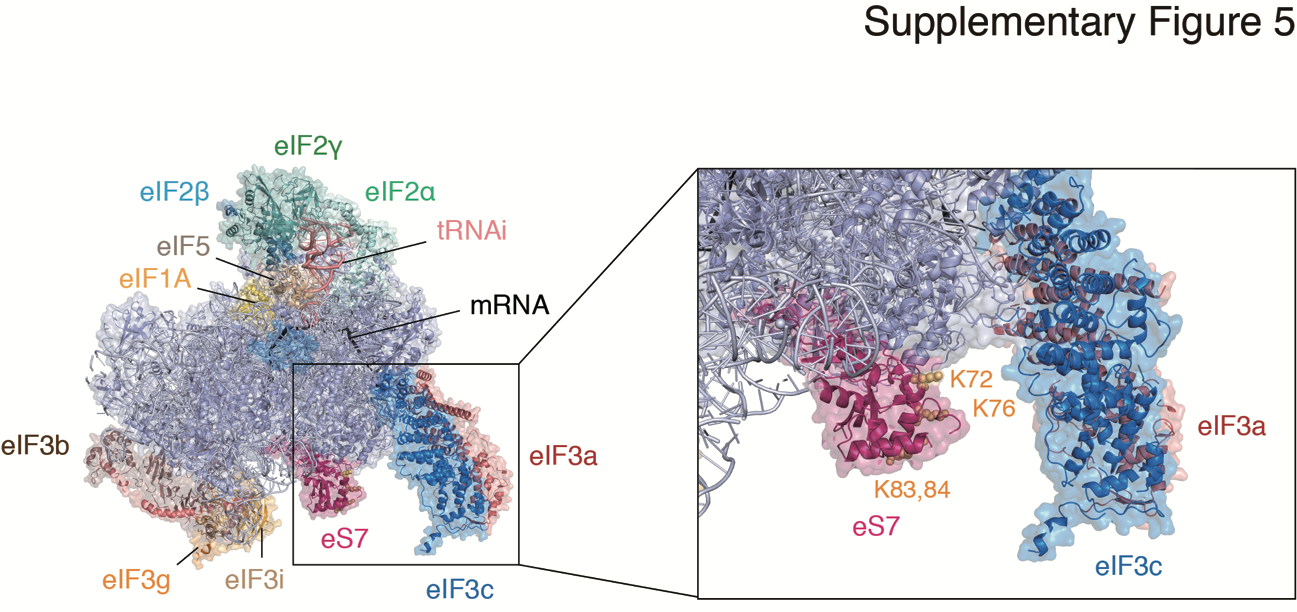
**

**Figure S5. Location of eS7 and the four ubiquitylation sites in a partial yeast 48S PIC model (adapted from Llacer et al., 2018; PDB accession code: 6FYY).** The 48S PIC containing Met-tRNA_i_^Met^ (salmonpink), eIF2α (light green), eIF2γ (green), eIF2β (teal), eIF5–NTD (light brown), eIF1A (yellow), eIF3a (red), eIF3b (brown), eIF3c (blue), eIF3i (yellow orange) and eIF3g (orange) is shown. eS7 is highlighted in hot pink, with its four lysine residues as ubiquitylation sites (K72, K76, K83, and K84) shown in orange spheres. The figure was generated using PyMOL (PyMOL Molecular Graphics System, Version 2.3.0. Schrodinger, LLC.).

**
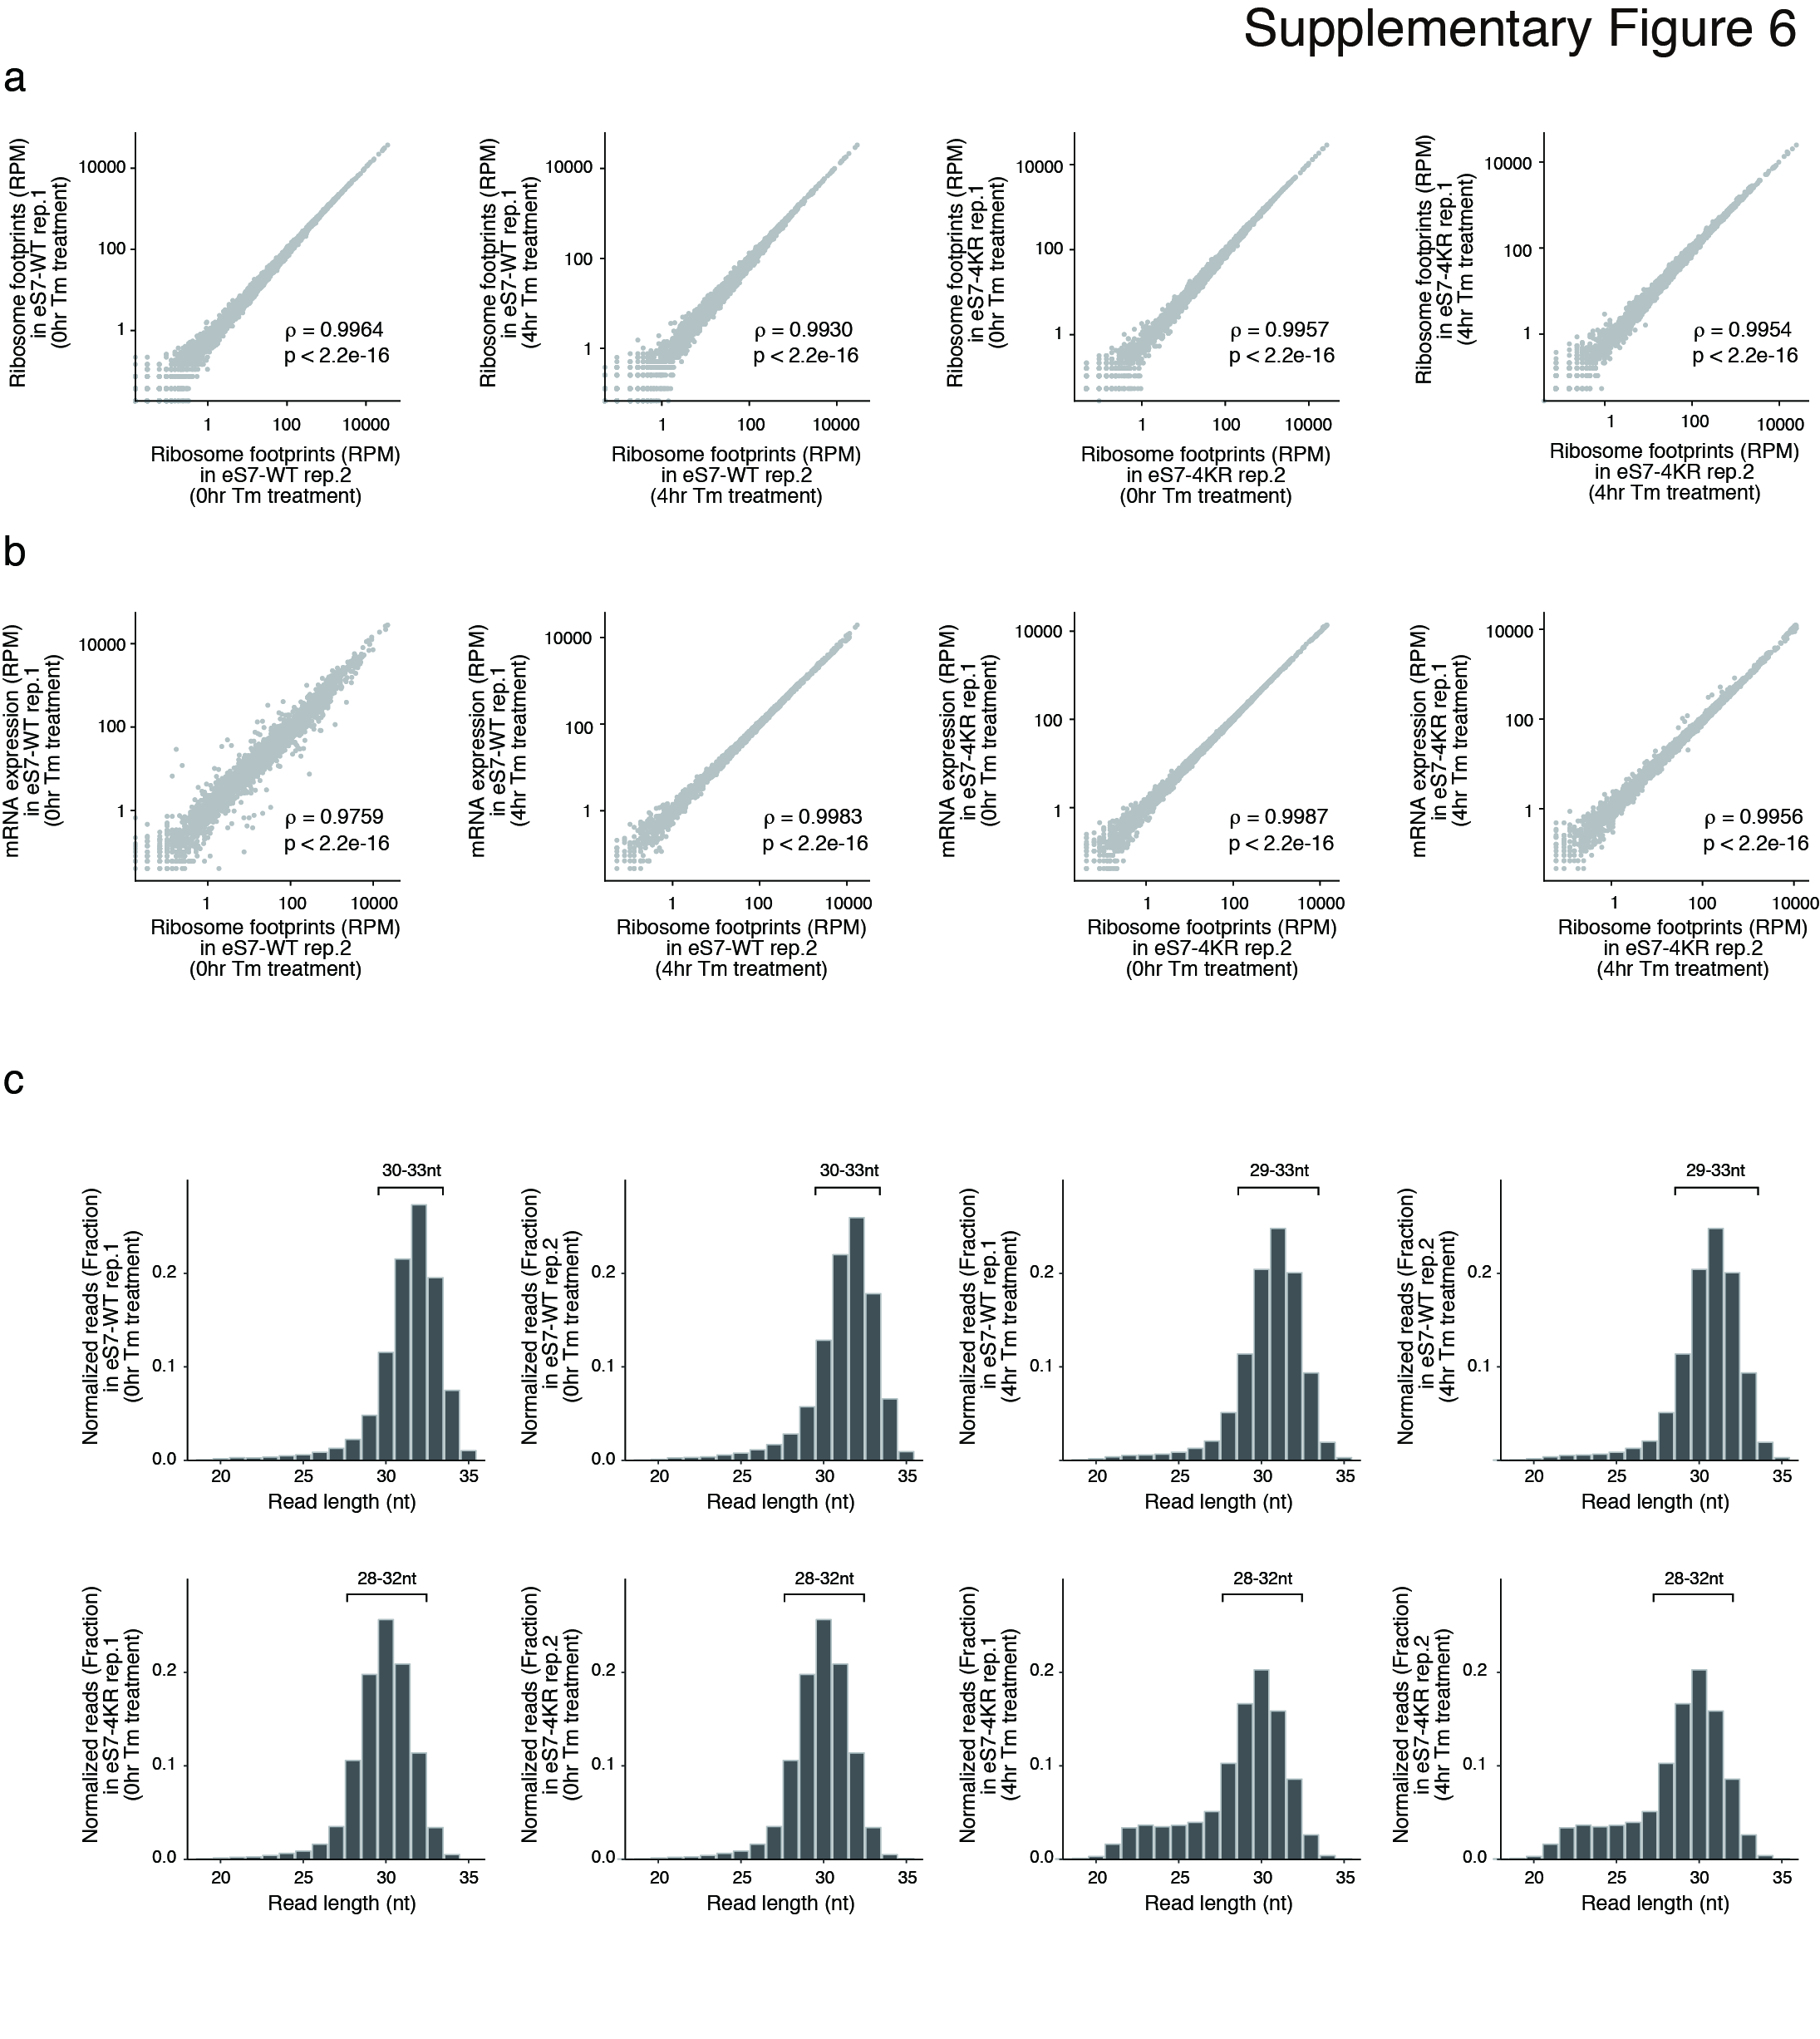
**

**Figure S6.** **Correlation between replicates of ribosome profiling.** **a**, Ribosome footprints in eS7A-WT replicates. **b**, mRNA expression in eS7A-WT replicates. **c**, Distribution of read lengths in eS7A-WT and eS7A-4KR replicates.

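Over the 9 pairs of replicates used here, the Spearman correlation of cpm across genes ranged from 0.99421, for eS7A-WT footprints at 4 h, to 0.99866, for eS7A-4KR RNA-seq at 0 h. For eS7A-WT the correlation was 0.99681 for footprints at 0 h and 0.99842 for RNA-seq at 4 h. Genes are not independent replicates, so no p is given. Over genes with a mean of at least 10 counts, the lowest correlation moved most, to 0.99279. Replicates differed by more than counting noise in every pair, with a chi-square per degree of freedom from 4.43 to 40.8 over these genes. Counting noise leaves out differences between independent replicates, so these values give only the size of the excess. The median absolute log2 difference between replicates was 0.22 for eS7A-WT footprints at 0 h, 0.226 at 4 h and 0.0746 for eS7A-WT RNA-seq at 4 h. RNA-seq of eS7A-WT at 0 h had 1 library here, so it has no pair.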

**
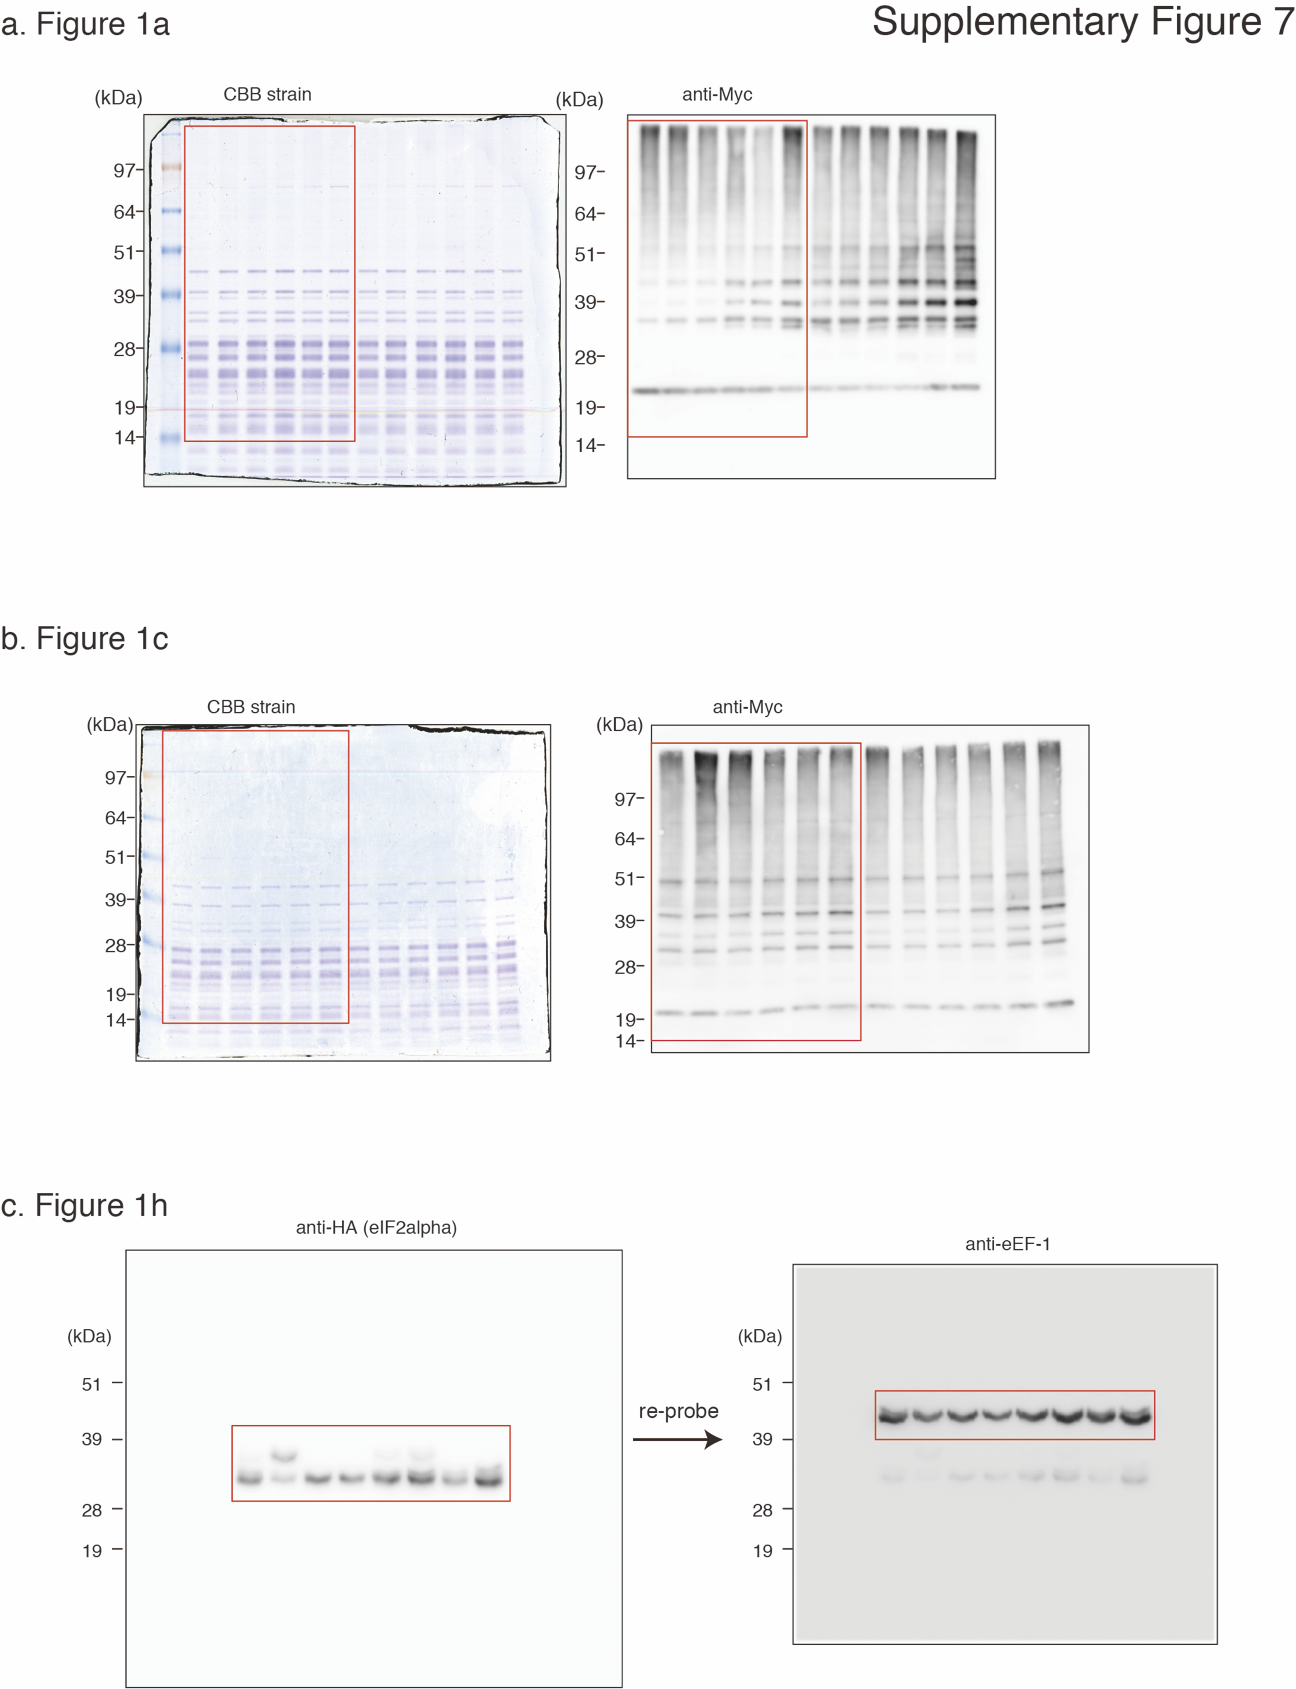
**

**Figure S7. Original gel image and blots of Figure 1.**

**a,** Original gel image and blots of Figure 1a. Ubiquitination of ribosome proteins was facilitated after Tm addition. **b**, Original gel image and blots of Figure 1c. Dependence of eS7A mono- and poly-ubiquitination on Not4. **c**, Original blots of Figure 1h. The phosphorylation levels of eIF2α in WT and S52A mutants during the amino acid starvation or the presence of Tm. All cropped regions were indicated by red line.

**
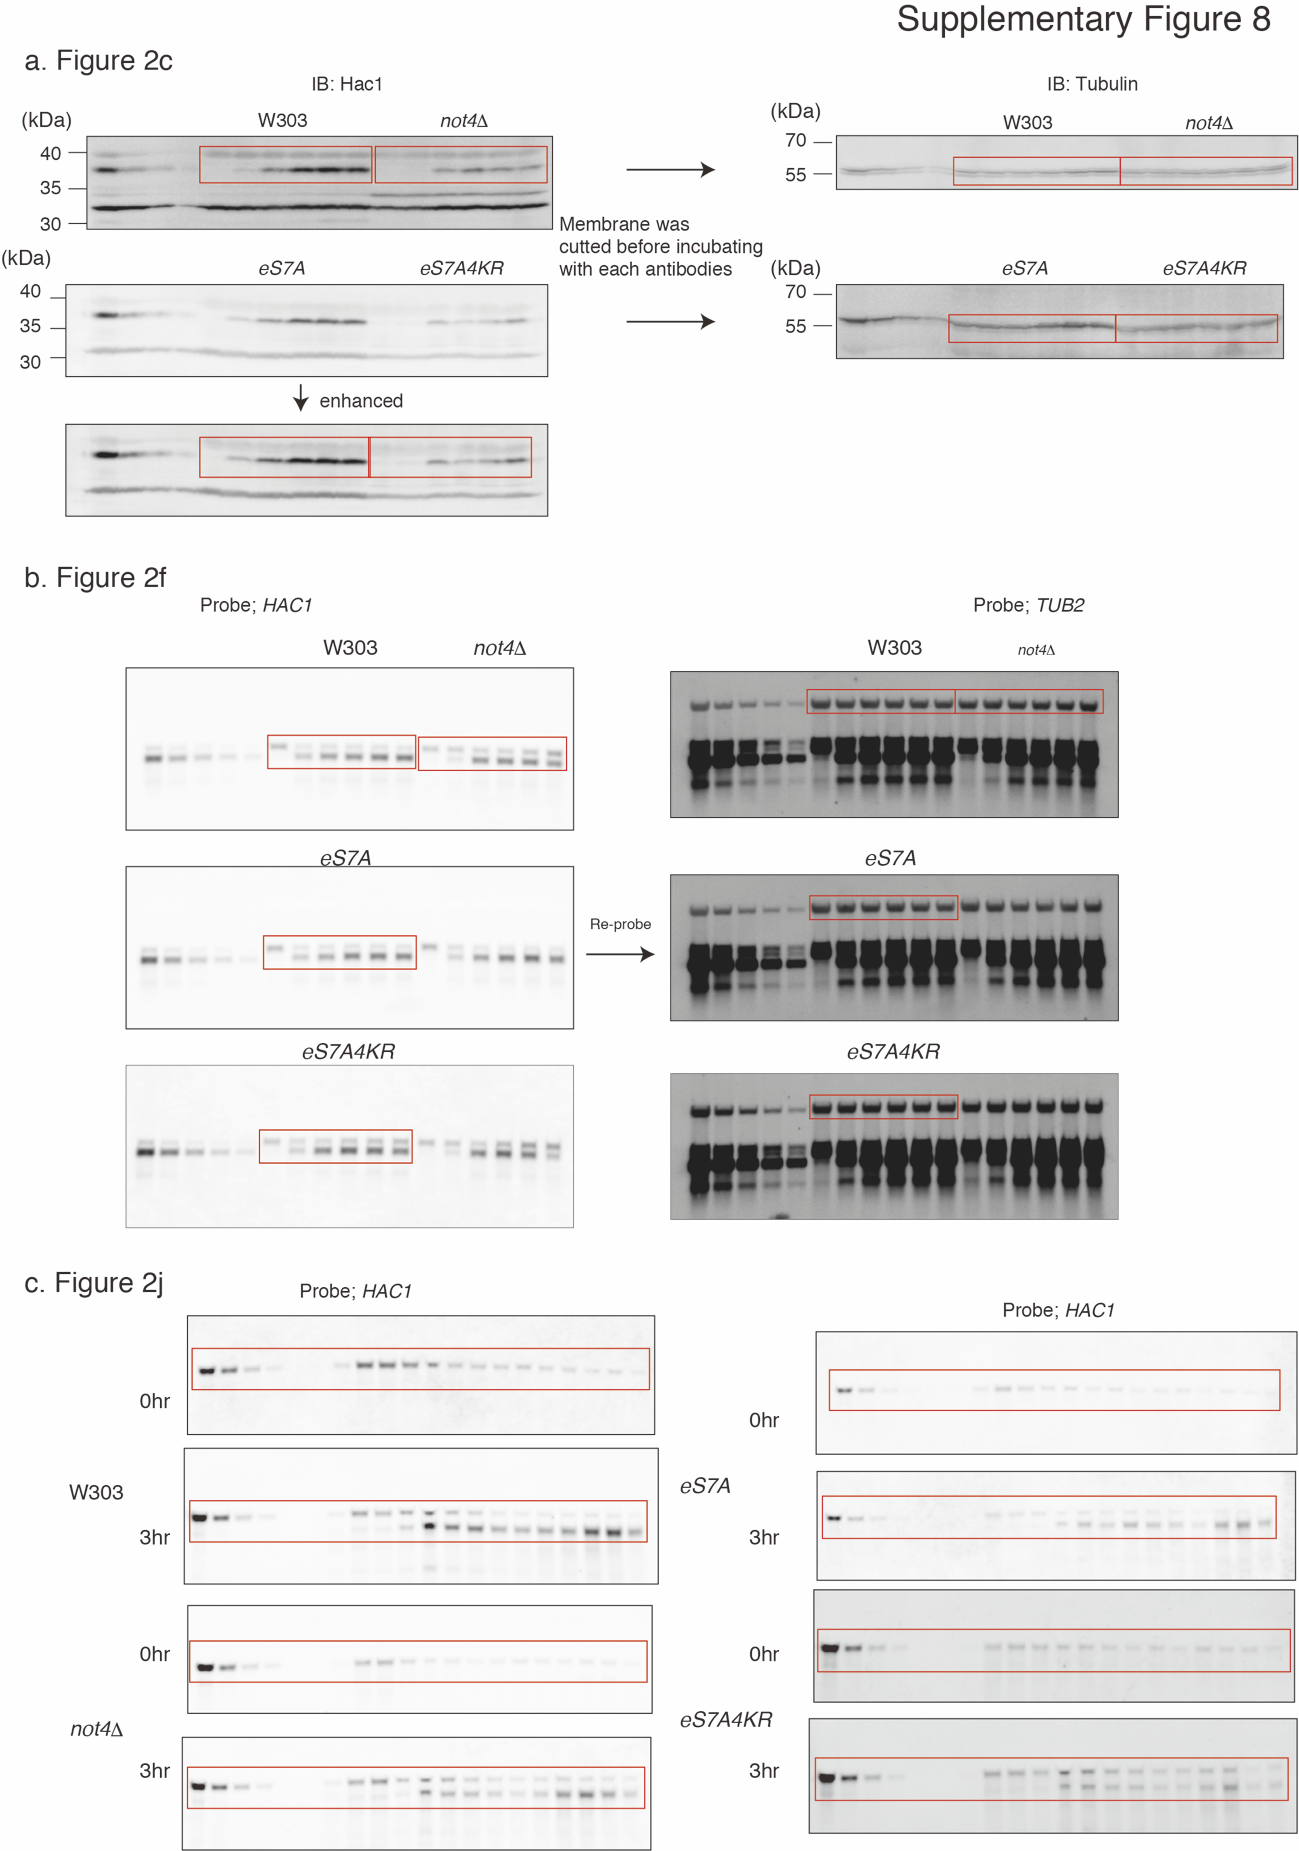
**

**Figure S8. Original images of western blots in Figure 2.**

**a**, Original images of western blots in Figure 2c. Western blots of Hac1 and tubulin protein expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **b**, Original images of northern blots in Figure 2f. *HAC1* and *TUB2* mRNA expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **c**, Original blots of northern blot in Figure 2j. Sucrose density gradient centrifugation followed by northern blotting was performed in W303, *not4*Δ, *eS7WT* and *eS7a-4KR* cells with or without Tm (1 µg/mL). All cropped regions were indicated by red line.

**
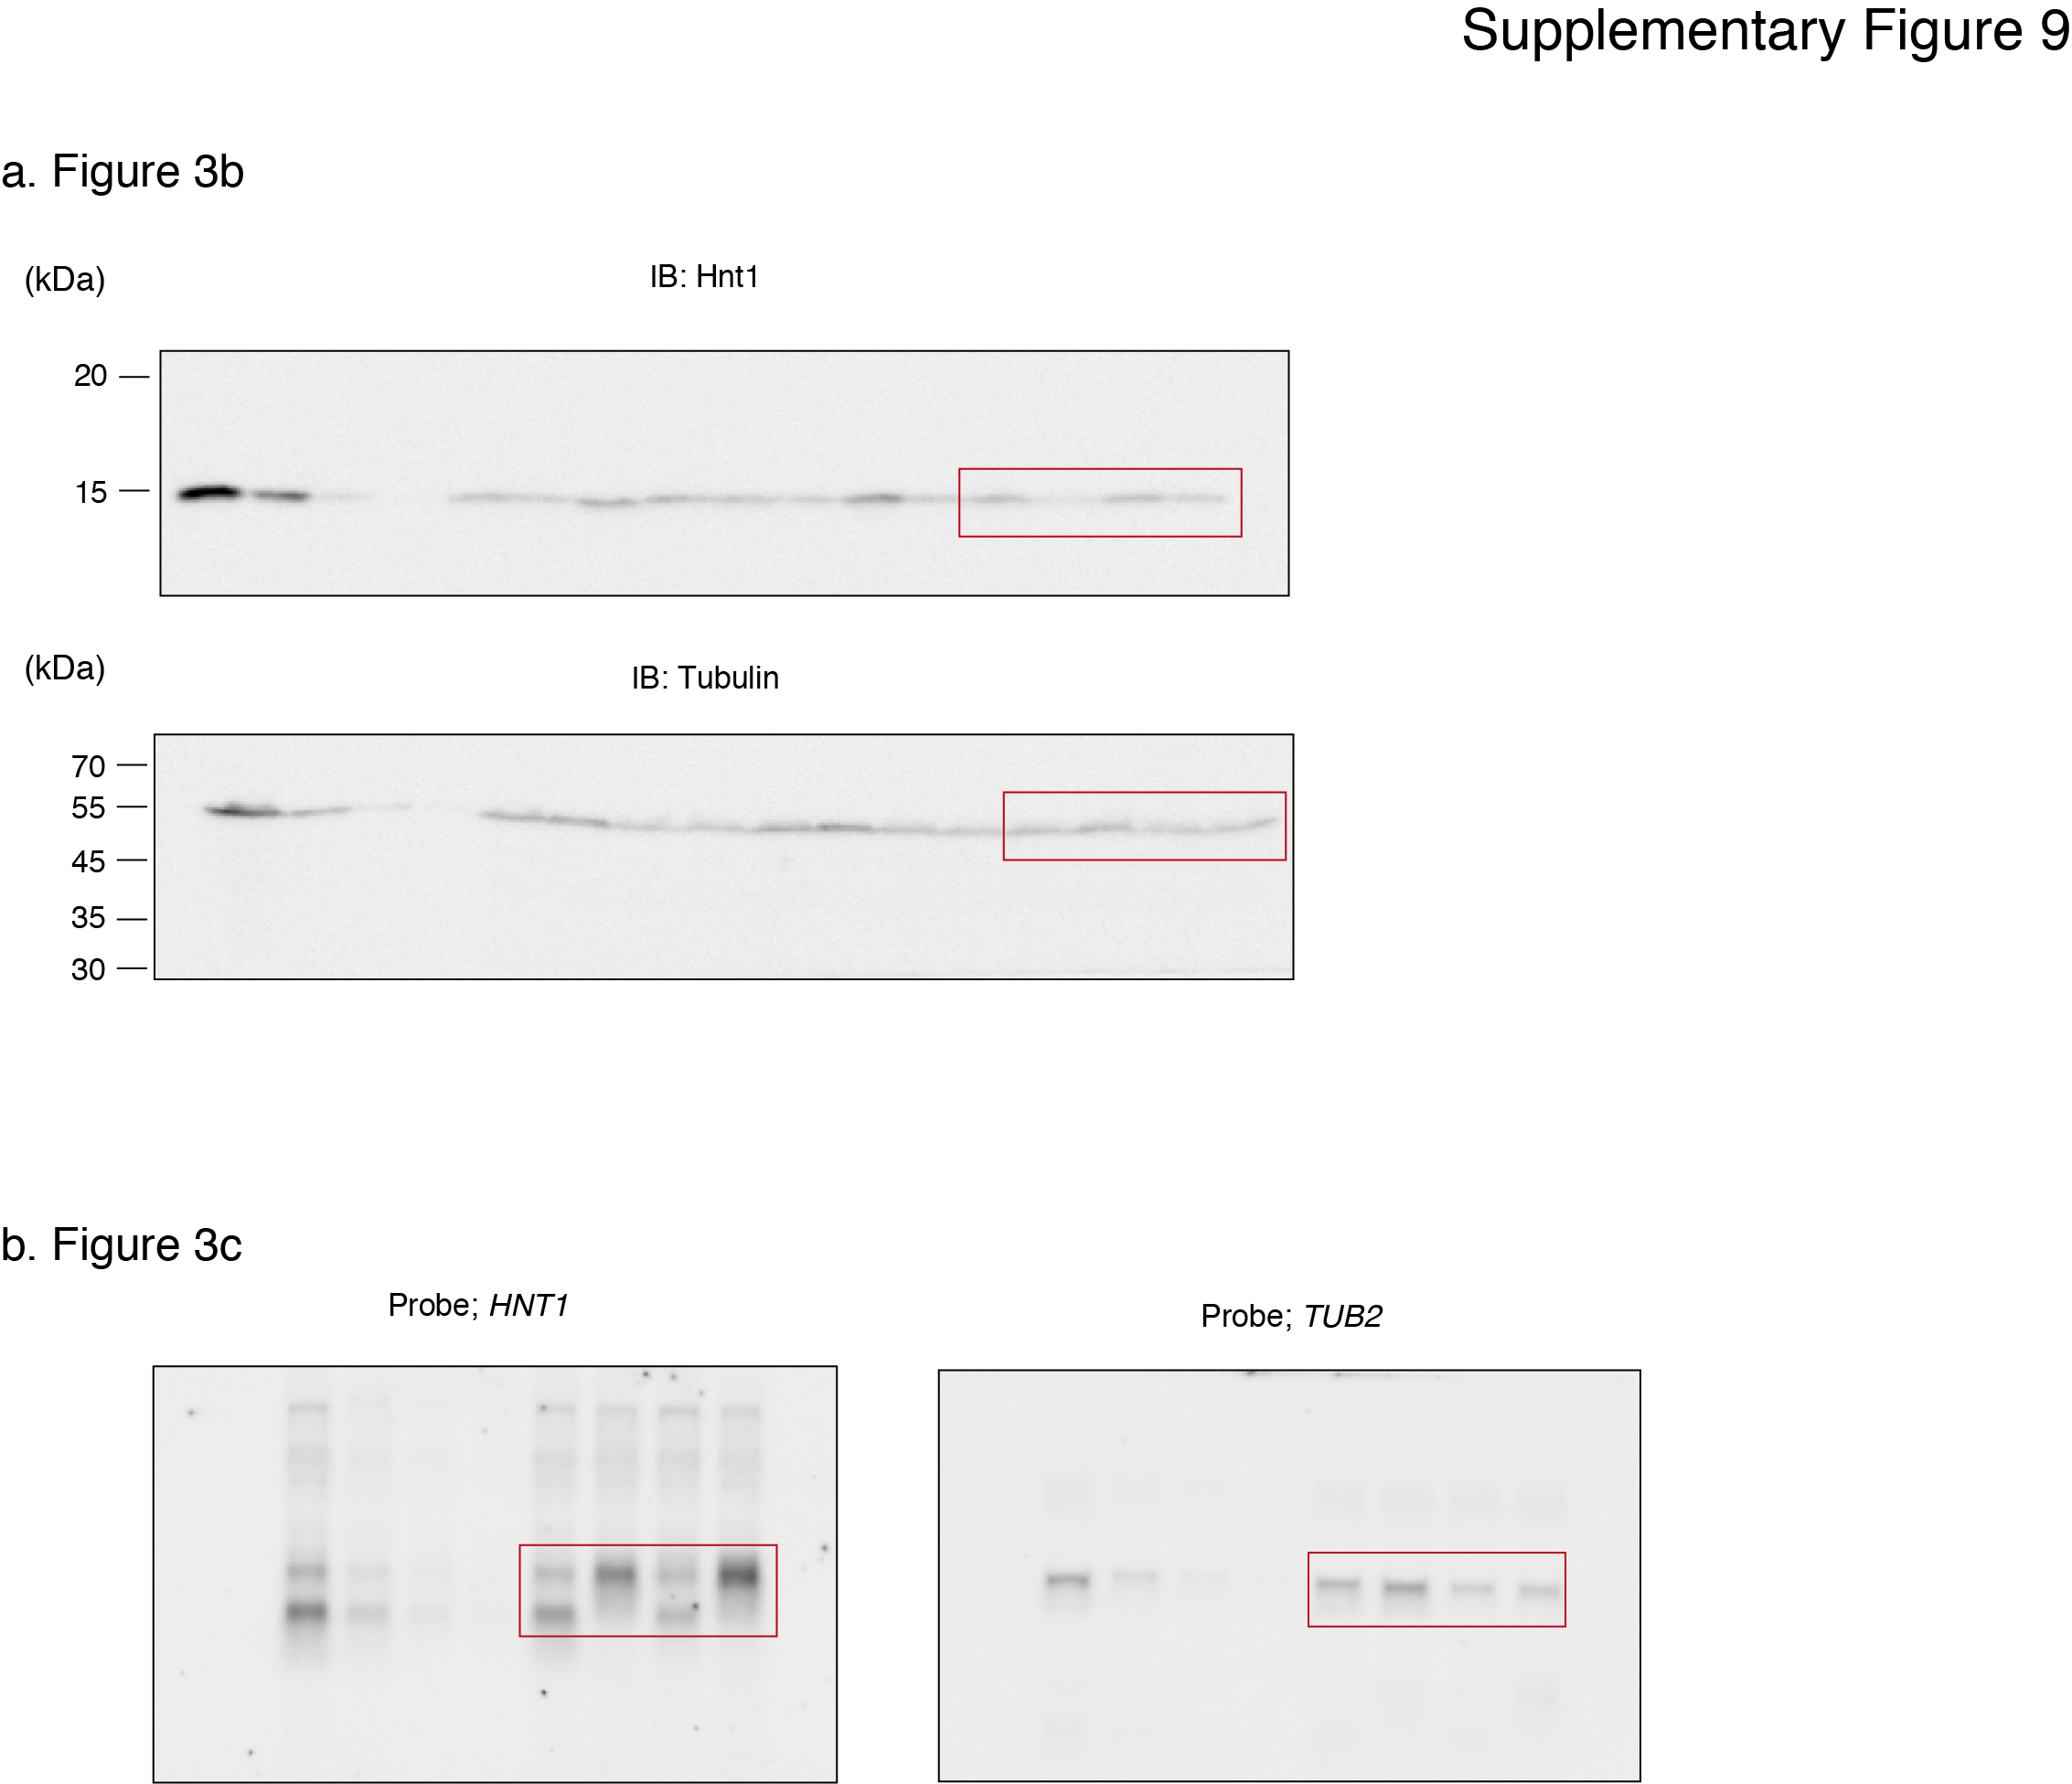
**

**Figure S9. Original images of western blots in Figure 3.**

**a,** Original images of western blots of Hnt1 and tubulin expression after incubation with Tm (1 µg/mL) for 0 to 4 h shown in Figure 3b. **b**, Original images of northern blots of *HNT1* and *TUB2* mRNA expression after incubation with Tm (1 µg/mL) for 0 to 4 h in Figure 3c. All cropped regions were indicated by red line.

**
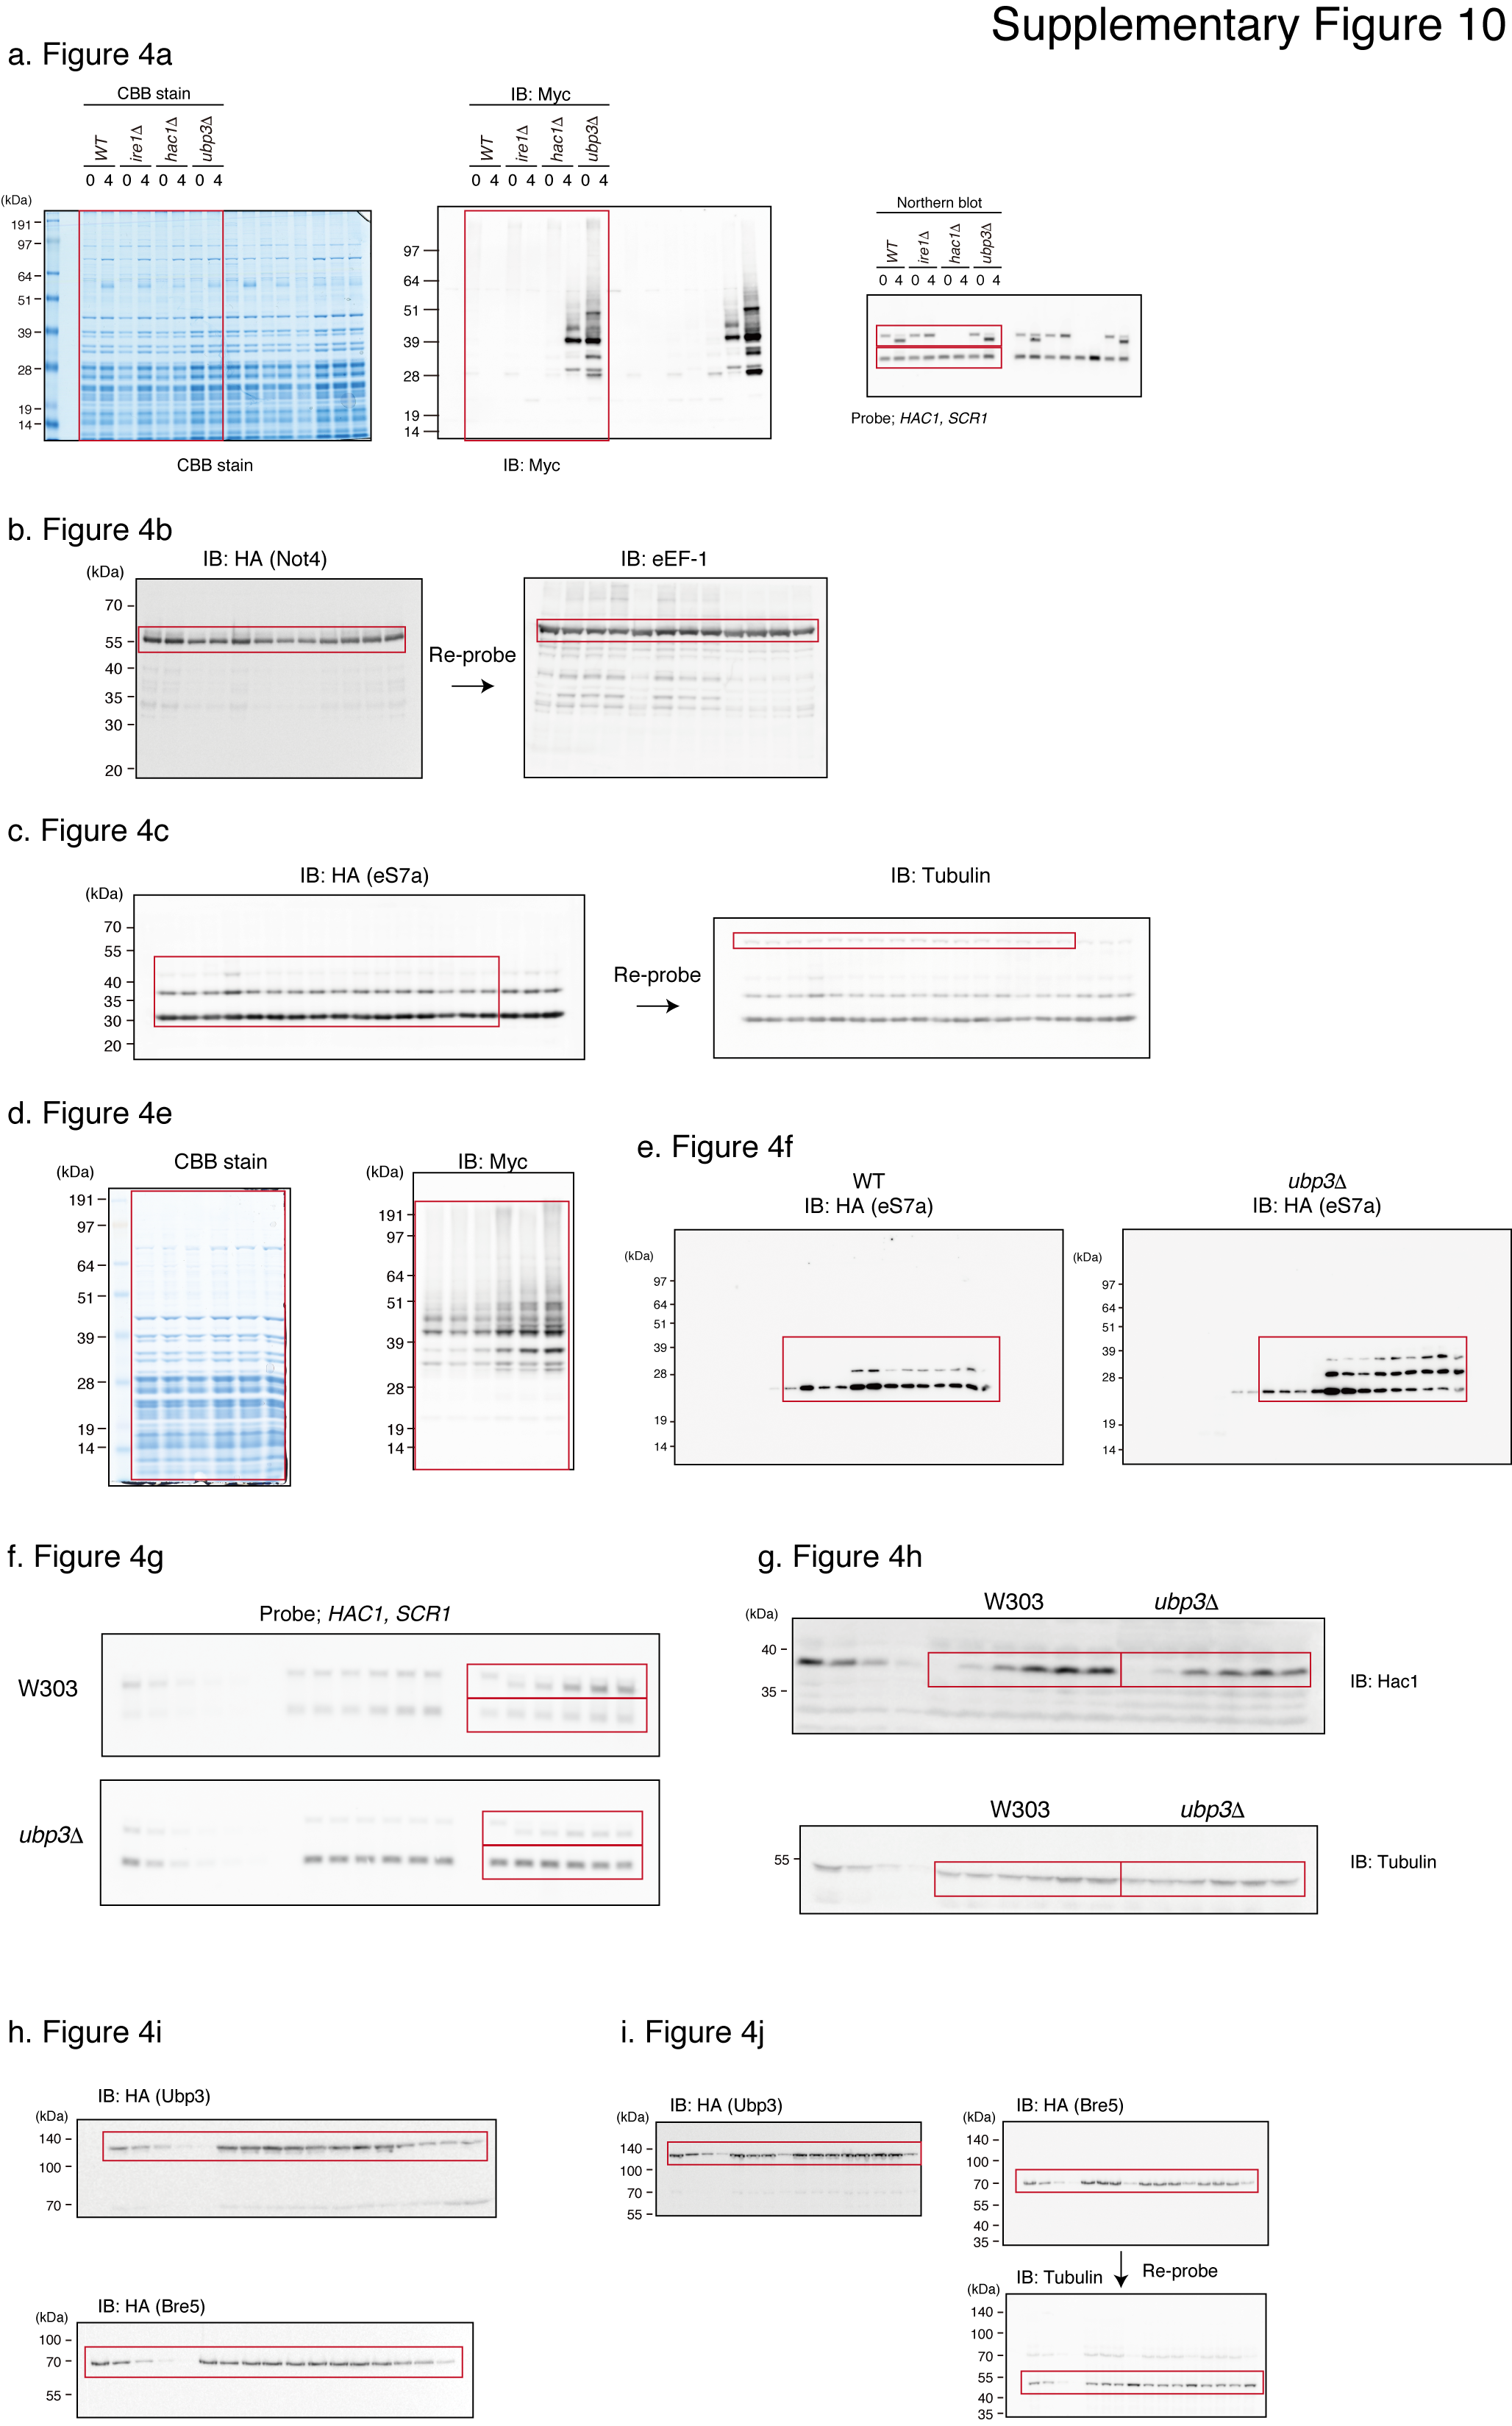
Figure S10. Original images of Figure 4**

**a**, Original images of Figure 4a. CBB stained gels and western blots of ribosome purified lysates from the indicated strains, and Northern blots of *HAC1* and *SCR1* mRNA expression. **b**, Original images of Figure 4b. Western blots of Not4-3HA and eEF-1 protein expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **c**, Original images of Figure 4c. Western blots of eS7A-HA and tubulin protein expression after incubation with Tm (1 µg/mL) for 2 h.

**d**, Original images of Figure 4e. CBB stained gels and western blots of ribosome purified lysates from the *ubp3*Δ strain. **e**, Original images of Figure 4f. Western blots of samples fractionated by sucrose density gradient ultracentrifugation. **f**, Original images of northern blots in Figure 4g. *HAC1* and *TUB2* mRNA expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **g**, Original images of western blots in Figure 4h. Western blots of Hac1 and tubulin protein expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **h**, Original images of Figure 4i. Western blots of Ubp3-3HA, Bre5-3HA and tubulin protein expression after incubation with Tm (1 µg/mL) for 0 to 4 h. **i**, Original images of Figure 4j. Western blots of Ubp3-3HA, Bre5-3HA and tubulin protein expression in WT, *ire1Δ* and *hac1Δ* strains after incubation with Tm (1 µg/mL) for 0 to 4 h. All cropped regions were indicated by red line.

**
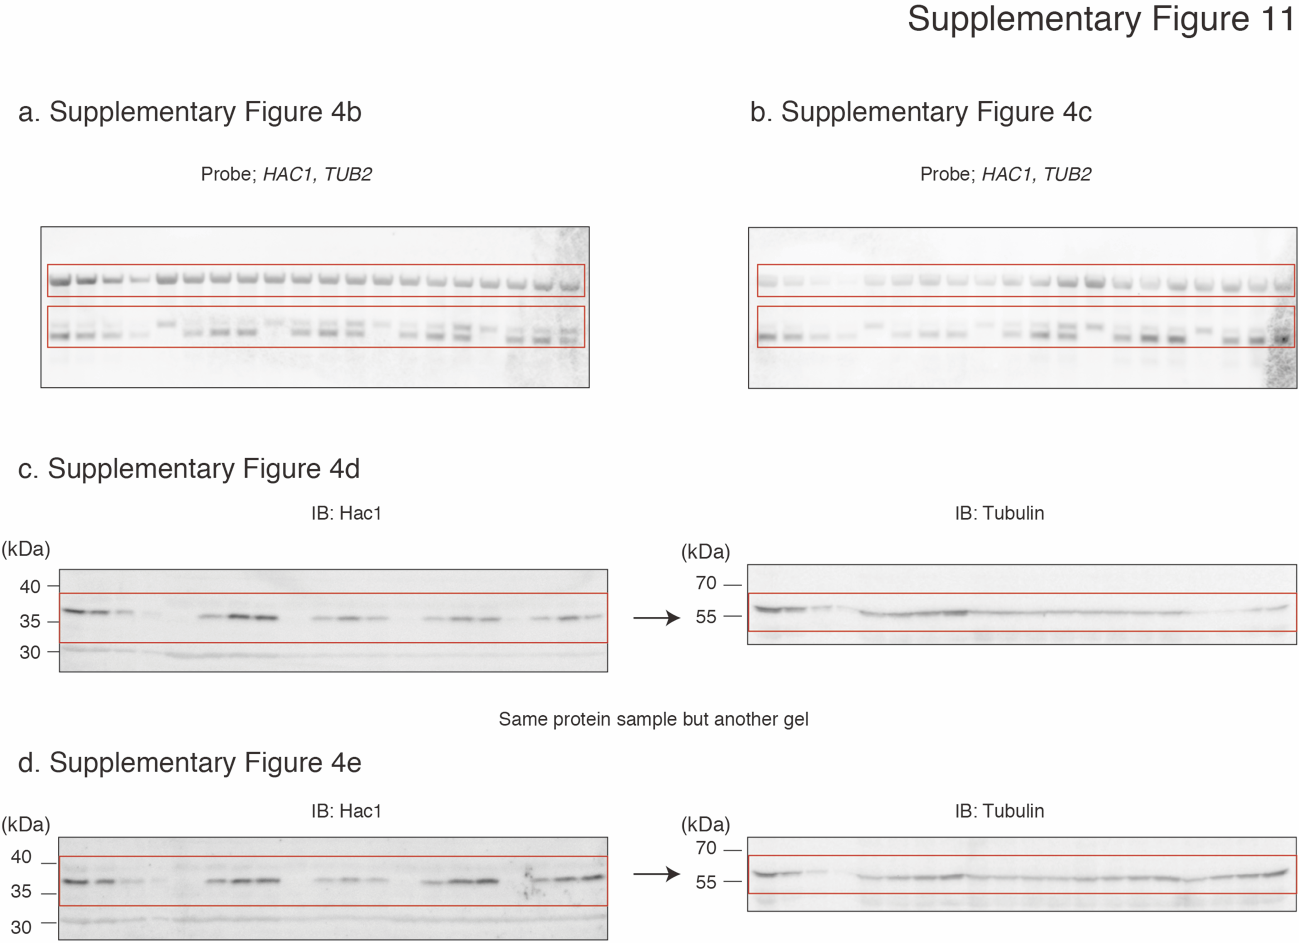
**

**Figure S11. Original images of Figure S4**

**a,b,** Original images of western blots of Hac1 and tubulin expression after incubation with Tm (1 µg/mL) for 0 to 4 h shown in Figure S4b,c. **c**,**d**, Original images of northern blots of *HAC1* and *TUB2* mRNA expression after incubation with Tm (1 µg/mL) for 0 to 4 h in Figure S4d,e. All cropped regions were indicated by red line.

**References**

1. Inada, T., Winstall, E., Tarun, S.Z., Jr., Yates, J.R., 3rd, Schieltz, D. and Sachs, A.B. (2002) One-step affinity purification of the yeast ribosome and its associated proteins and mRNAs. *RNA*, **8**, 948-958.

2. Matsuo, Y., Ikeuchi, K., Saeki, Y., Iwasaki, S., Schmidt, T.C., Udagawa, T., Sato, F., Tsuchiya, H., Becker, T., Tanaka, K. *et al.* (2017) Ubiquitination of Stalled Ribosome Triggers Ribosome-associated Quality Control. *Nature Communications*.

How the deposited data were processed for this re-analysis (not part of the article)

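Ribosome profiling and RNA-seq of W303 cells 0, 1, 2 and 4 h after the addition of 1 µg/mL Tm, and of eS7A-WT and eS7A-4KR cells at 0 and 4 h, were analysed from 25 libraries. A second RNA-seq library of eS7A-WT at 0 h was not analysed here. The authors mapped the reads to the yeast transcriptome, removed duplicate footprints by their random barcodes, kept footprints within a range of lengths that differed between strains and times, and assigned them to the A-site. The files the authors deposited hold counts for each ORF, without normalization, replicates kept apart. Another column of the deposited files, of the unit other, holds the number of codons of each ORF over which reads were counted, and it was used here as the measure of gene length. The paper, its methods and its supplement do not state the aligner, the annotation or the range of footprint lengths for W303. Each file was checked for whole numbers and for the same 6696 ORF identifiers, which were named from the reference annotation of the S288C assembly R64.

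Library totals ranged from 3423907 to 33858553 footprints and from 28309641 to 49246452 RNA-seq reads. The W303 footprint library at 4 h had the lowest total of all, and eS7A-WT footprints had 27357585 to 33858553 at 0 h against 7830493 to 10611458 at 4 h, so genes with low expression are measured less precisely after treatment. The standard errors and the ranges over combinations of single libraries given with the values show the precision for each gene.

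Counts were analysed in R 4.3.3 with edgeR 4.0.16. Strain, time and assay formed 1 group each in a negative binomial model, fitted to the 10 W303 libraries and to the 15 eS7A libraries, with TMM normalization within each assay and without a term for the replicate. Genes with a mean of at least 10 counts per library in each assay were kept. Changes in TE were contrasts of time with assay, the TE score was the change in eS7A-WT minus that in eS7A-4KR, and mRNA and footprint changes were contrasts within an assay. All were tested with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment, with a threshold of 0.01. Standard errors are Wald errors scaled by the quasi-likelihood dispersion. Combinations of single libraries used TMM-normalized cpm with 0.5 added. W303 at 1, 2 and 4 h has 1 library per assay, so its spread was estimated from the untreated replicates, with 2 residual degrees of freedom and 13.4 prior degrees of freedom. The eS7A fit had 7 and 17.3.

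The contrasts, filter, threshold, named genes and most alternatives were set before the data were examined. The option of glmQLFit that selects the older or the newer quasi-likelihood method was not. The newer method was run on these counts first, and the package default, the older method, was adopted afterwards because the plan named the functions without options. The results of the default had not been seen at that point, but those of the newer method had, so both are reported. The choice matters, since the default calls more genes in the eS7A strains than the newer method, and the difference for HAC1 passes the threshold with the default and not with the newer method. The procedure was tested on simulated data with 200 genes changed by 2 on the log2 scale. With the eS7A design it recovered 161 of them with 1 false call among 5549 genes, and with the W303 design 187 with 0 false calls among 5380. This test on simulated data was run after the first fit to the real counts.

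The alternatives set beforehand were TMM over all libraries together, total counts without TMM, DESeq2 1.42.0, no filter, at least 10 counts in every library, the likelihood ratio test, a threshold of 0.05, a replicate block by culture or by number, all 25 libraries in one fit, each eS7A strain alone, a prior count of 2 and each replicate left out in turn. The newer quasi-likelihood method and the replicate blocks by number within each assay, plain and crossed, were added after seeing the data. Replicate numbers were taken from the sample titles, except for the single W303 libraries at 1, 2 and 4 h, whose titles give none and which were numbered 1. The pairing was checked by correlating deviations of the replicates from their group mean. The similarity of replicates was measured by Spearman correlation of the counts over genes with a count in either library.

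The genes named are those the paper names for these libraries, RPS7A and RPS7B as a check of the strain labels, 8 UPR target genes as a check of the treatment, and for each TE contrast the 3 with the largest rise and the 3 with the largest fall among genes that passed the threshold and moved the same way in every combination of single libraries. Results for the Western and northern blots, for splicing of HAC1 and for uORFs were left out, since ORF counts do not measure them. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.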

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

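In this part, the tests of a single deviating library and of library batches over the 38 genes, the test of the mRNA response as a source of the fewer TE calls, and the share of the HAC1 difference at 0 h were chosen only after the result was seen. All results here were singled out because a tested difference between strains passed the threshold of 0.01, or because the gene lies outside those the paper discusses.

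The TE changes of eS7A-WT and eS7A-4KR differed for 38 genes by edgeR's quasi-likelihood test, 21 with the higher change in eS7A-WT and 17 with the lower. A single deviating library was tested by leaving out each of 14 libraries in turn: 0 of the 38 genes changed sign or lost over 50% of the difference, and the lowest share kept was 79.4%. The single eS7A-WT RNA-seq library at 0 h, which enters every one of these differences, could not be left out, so it is not excluded as the deviating one. With the replicate number within each assay as a block, 38 of the 38 genes stayed past the threshold, but replicate numbers are nearly balanced over the groups, so this says nothing about batches that differ between strains or times. Under edgeR's newer quasi-likelihood method 8 genes passed. The ranges of footprint lengths differ between the strains and times, which the counts cannot separate from the strains, so a difference in library preparation remains open and the pattern cannot be called biological.

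The mRNA changes of the eS7A strains differed for 1922 genes, 839 with the higher change in eS7A-WT and 1083 with the lower. The SD across genes of the log2 mRNA change in eS7A-4KR was 0.39 of that in eS7A-WT (0.544 against 1.39). A weaker mRNA response of eS7A-4KR to Tm is a candidate explanation for its fewer TE calls. An earlier stage of the response was tested against the W303 time course, and eS7A-4KR correlated best with 4 h (0.785, against 0.639 at 1 h and 0.744 at 2 h), as eS7A-WT did (0.943), which goes against an earlier stage. A rank correlation leaves out the size of the response, and by size the SD in eS7A-4KR was nearest to that of W303 at 1 h (0.616, against 1.36 at 2 h and 1.61 at 4 h), the time with the lowest correlation. The mRNA of eS7A-4KR before treatment already differed from that of eS7A-WT in the direction of the treated state, with a correlation of 0.492 with the W303 change at 4 h over 5388 genes. Genes are not independent replicates. The 0 h difference rests on 1 eS7A-WT RNA-seq library, which also enters the eS7A-WT change, but no W303 library enters it. A smaller response and a shifted starting point remain, and whether eS7A ubiquitination or another difference between the strains gives rise to them was not tested.

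Between W303 and eS7A-WT, the TE changes at 4 h differed for 12 genes with all 25 libraries in one fit, against 42 between the eS7A strains in the same fit. HAC1 (−0.91, adjusted p = 0.778) and HNT1 (0.62, adjusted p = 0.872) were not among the 12. W303 and the eS7A strains also differ in library depth and in the number of replicates, and the footprint lengths kept for W303 are not stated, so strain and batch cannot be told apart here. With the TE score in place of the test, 61 of 5525 genes lay beyond 2 between W303 and eS7A-WT, 28 of them with a mean of at least 50 footprints. Between the eS7A strains the number was 66 of 5558 genes, from the fit of the eS7A libraries alone. The fits differ in libraries and genes, so the 2 numbers are not strictly comparable. Scores of this size therefore also occur between strains that both keep the ubiquitinated lysines of eS7A. By the paper's strain list, however, eS7A-WT lacks the chromosomal eS7A and eS7B genes and carries HA-tagged eS7A on a plasmid. W303 and eS7A-WT thus differ in eS7 itself, and the number is not a background between any 2 strains. A score beyond 2 between the eS7A strains may still reflect differences other than the replaced lysines.

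The TE change of HAC1 was higher in eS7A-WT by 4.06 (adjusted p = 3.46e-06, in all 128 combinations of single libraries). Of this difference 47.2% lies at 0 h, where the TE of HAC1 is higher in eS7A-4KR, and 52.8% at 4 h, where it is lower. These shares depend on the scaling: with total counts the 0 h difference was 2.46 and the 4 h difference −1.77, so that the larger part lies at 0 h. The split is arithmetic on 1 difference and does not show why the rise is smaller in eS7A-4KR, and the 0 h difference does not pass the threshold with the newer quasi-likelihood method (1.90, adjusted p = 0.136). Carry-over of reads from the 4 h library as a source of the extra footprints at 0 h was tested by the ratio of footprints at 0 h to those at 4 h over 3165 genes with at least 1000 footprints at 4 h: HAC1 had 4.62% in eS7A-4KR, and 2 genes had a lower ratio, the lowest 1.05%. Carry-over from the eS7A-4KR libraries at 4 h, if it takes all genes alike, cannot exceed that lowest ratio and so gives at most 22.8% of the HAC1 footprints at 0 h, while 59.9% of them lie above the level of eS7A-WT. Carry-over of this kind can give a part of the excess and not all of it, and carry-over from the eS7A-WT libraries at 4 h was not tested. With edgeR's newer quasi-likelihood method the difference was 4.02 (adjusted p = 0.0326).

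The TE change of HNT1 was lower in eS7A-WT by a log2 difference of −2.89 (adjusted p = 3.46e-06, in all 128 combinations). Of this difference 12.0% lies at 0 h, a share that depends on the scaling, since with total counts the 0 h difference has the opposite sign (0.23). The difference between strains stayed past the threshold under every alternative with a test, and in the 14 fits that left out a library it lay between −3.07 and −2.68. The footprints of HNT1 at 4 h in eS7A-WT were 97 and 180 counts. No paralog or length explanation was tested for this gene alone, and the difference in footprint lengths applies to it as to all genes.

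HEF3, which encodes a paralog of YEF3 and is outside the genes of Fig. 1f, had a difference of −4.45 (adjusted p = 7.04e-08, in all 128 combinations). The difference of TE changes of YEF3 was −0.39 (adjusted p = 0.938), which does not measure footprints shared between the genes. HEF3 footprints were 0.648% and 0.753% of YEF3 footprints in eS7A-WT at 0 h and 4 h and 0.808% and 1.22% in eS7A-4KR, while the same share of RNA-seq counts ran from 0.0594% to 1.42%. The share of footprints thus moved far less than that of RNA-seq counts. In eS7A-WT, mean HEF3 footprints fell from 1748 at 0 h to 89 at 4 h, and YEF3 footprints from 269840 to 11815.5. Footprints shared with YEF3 would fall in step in this way, so they may make up most of the HEF3 footprints. The share was not exactly constant, and the HEF3 difference was not separated from shared footprints. In the 14 fits that left out a library the value nearest 0 was −4.13, but the single eS7A-WT RNA-seq library at 0 h, with 210 HEF3 counts, could not be left out. The TE of HEF3 was already lower in eS7A-4KR at 0 h, by a log2 difference of −2.88, so the same gap before treatment enters this difference, and no biological explanation was tested.

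SPP382 had a difference of −3.91 (adjusted p = 0.000739, in all 128 combinations), and PHM7 one of 3.32 (adjusted p = 0.00973). For PHM7 all 128 combinations were positive, but they ran from 0.23 to 2.18, below the fitted value. SPP382 and PHM7 are outside the genes of Fig. 1f. SPP382 had 9 and 3 footprints in eS7A-WT at 4 h, and PHM7 had a mean of 38.8 per library. In counts simulated with no difference between strains, a mean of 8.5 genes lay beyond 2, of which 7.95 had a mean under 50 footprints. PHM7 lies in that range, where noise at low counts may give scores of this kind and cannot be excluded.

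FUN19, one of the genes of Fig. 1f, had a difference of 3.86 (adjusted p = 6.8e-08, in all 128 combinations). Its TE at 0 h was higher in eS7A-4KR by 2.89, a larger gap than at 4 h (−0.97), so most of its difference lies before treatment. No technical explanation was tested for FUN19 alone, and it cannot be told apart from the differences between the strains at 0 h.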

How the results depend on the processing

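The newer quasi-likelihood method and the replicate blocks by number within each assay, plain and crossed, and every alternative for the differences of mRNA changes, were chosen only after the data were seen. Where a value below changed, the cause was not tested.

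Of 625 values under an alternative, 551 kept their direction and side of the threshold or stayed within their margin, 18 became weaker, 41 stronger, 11 moved and 4 reversed. For HAC1 and HNT1, 484 of 504 values kept them. The difference of TE changes for HAC1 lay between 3.98 and 4.23 over 13 alternatives and between 3.75 and 4.33 over 14 fits that each left out a library. That for HNT1 lay between −3.07 and −2.64, and between −3.07 and −2.68. Over the fits that each left out a library, the TE change in eS7A-WT ranged from 6.29 to 6.88 for HAC1 and from −5.38 to −5.00 for HNT1, and in eS7A-4KR from 2.42 to 2.64 and from −2.50 to −2.14.

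The number of genes with a changed TE depended on the processing far more. In W303 at 1 h it was 5, and 3 with TMM over all libraries together, 3 with DESeq2, 3 with no filter, 2 with at least 10 counts in every library, 76 with total counts without TMM, 26 with the likelihood ratio test and 16 with an adjusted p under 0.05. At 2 h (129 genes) it was 206 with total counts, 64 with DESeq2, 17 with no filter, 229 with the likelihood ratio test and 294 with an adjusted p under 0.05, and at 4 h (213 genes) 435, 104, 43, 358 and 504 in that order. In eS7A-WT (244 genes) it was 384 with the likelihood ratio test, 436 with an adjusted p under 0.05 and 124 with the newer quasi-likelihood method. In eS7A-4KR (50 genes) it was 31 with total counts, 83 with DESeq2, 115 with the likelihood ratio test, 100 with an adjusted p under 0.05 and 27 with the newer method. For the difference between the strains (38 genes) it was 78 with total counts, 66 with DESeq2, 25 with at least 10 counts in every library, 77 with the likelihood ratio test, 70 with an adjusted p under 0.05 and 8 with the newer method.

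The replicate block also raised these numbers. By culture it gave 82, 260 and 441 genes in W303 at 1, 2 and 4 h, 395 in eS7A-WT, 119 in eS7A-4KR and 88 for the difference. By number it gave 464, 135 and 97 in the eS7A strains and their difference, within each assay 612, 236 and 220, and crossed 720, 299 and 252. In the pairing check over 5526 genes, the deviations of replicates with the same number correlated at 0.423 to 0.604 among eS7A footprints, which speaks for a batch by number in that assay, at −0.317 to 0.0193 among eS7A RNA-seq, and at −0.0146 to 0.107 between the assays of a culture. A block by culture or by number over both assays is therefore little supported by the data.

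The number of TE scores above 2 (46 genes) was 239 with no filter and 12 with at least 10 counts in every library, and from 30 to 71 over the 14 fits that left out a library. The number below −2 (20 genes) was 210 and 8, and from 16 to 38.

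The newer quasi-likelihood method was the first one run on these counts, and the package default was adopted later without a look at its results. With the newer method the difference for HAC1 was 4.02 (adjusted p = 0.0326), its TE difference at 0 h 1.90 (adjusted p = 0.136) and its footprint difference at 0 h 1.31 (adjusted p = 0.141), none past the threshold. The fall of HAC1 mRNA in W303 at 1 h passed it with that method (−0.49, adjusted p = 0.00644), with the likelihood ratio test (−0.49, adjusted p = 0.00565) and with total counts (−0.42, adjusted p = 0.00608). The rise at 2 h did not pass it with no filter (0.51, adjusted p = 0.0159) or with all 25 libraries in one fit (0.52, adjusted p = 0.0374).

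The 0 h difference of HAC1 mRNA passed the threshold with total counts (−0.58, adjusted p = 0.000543) and with the replicate block by number within each assay (−0.61, adjusted p = 2.15e-06, and −0.57, adjusted p = 1.6e-06, when crossed). The difference of the HAC1 mRNA changes (−0.67, adjusted p = 0.0976) passed with the replicate number within each assay as a block (−0.69, adjusted p = 2.01e-05, and −0.64, adjusted p = 1.41e-05, when crossed) and not with the number over all libraries (−0.61, adjusted p = 0.055). Over 7 alternatives this difference of mRNA changes lay between −0.69 and −0.21. That for HNT1 reversed to 0.22 with total counts (adjusted p = 0.405). The mRNA difference at 4 h reversed to −0.37 (adjusted p = 0.00342) with total counts, and ranged from −0.0013 to 0.14 over 4 fits that left out a library. The 0 h TE difference of HNT1 reversed to 0.23 with total counts (adjusted p = 0.387). With a library left out, HNT1 mRNA in W303 rose by 0.85 to 0.91 at 1 h and 0.84 to 0.90 at 4 h, and HAC1 mRNA in eS7A-WT by 1.07 to 1.10. The lowest replicate correlation was 0.993 over genes with a mean of at least 10 counts.

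Depth limits the W303 time course, where each treated time has 1 library per assay, and every contrast with eS7A-WT RNA-seq at 0 h, which has 1 library. Genes under 50 mean footprints, 289 of those tested in the eS7A strains, give TE scores with wide scatter.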

Differences from the paper's values

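For W303 cells 1 h after the addition of Tm, the paper gives 20 genes with a changed TE, and 5 were found here. Of 9 alternatives set before the data were examined, the likelihood ratio test (26 genes) and an adjusted p under 0.05 (16 genes) came within the margin, and the other 7 did not. The newer quasi-likelihood method, chosen after seeing the values, gave 5.

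For eS7A-4KR cells at 4 h, the paper's text gives 214 genes with a changed TE, and 50 were found here. None of 11 alternatives set before the data were examined closed the gap. The replicate block by number within each assay gave 236 genes and the crossed one 299, both within the margin, and both were chosen after seeing the values. In Supplementary Fig. 2b, 214 genes stand under eS7A-WT, where 244 were found here, and about 55, read by eye, under eS7A-4KR. The number that the text gives for eS7A-4KR thus stands under the other strain in the figure. The part of the paper's supplement available here covers 1447 of the tested genes. Among these, 52 passed the paper's threshold in eS7A-WT and 17 in eS7A-4KR, against 62 and 12 here. These values argue against 214 as the number for eS7A-4KR, though they cover only a part of the genes. If 214 belongs to eS7A-WT, the gap above and the blocks within the margin compare eS7A-4KR with the number of the other strain.

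For TE scores above 2, the paper gives 29 genes, and 46 were found here. Of 22 alternatives set before the data were examined, 6 came within the margin: TMM over all libraries together (43), a prior count of 2 (36), and the fits without 1 library that gave 37, 30, 37 and 41. For TE scores below −2, the paper gives 12 genes, and 20 were found here. Of 22 alternatives, 8 came within the margin: total counts without TMM (14), at least 10 counts in every library (8), a prior count of 2 (16), the replicate block by culture (18), and the fits without 1 library that gave 18, 17, 17 and 16. Of the 46 and 20 genes found here, 25 and 10 were called in at least one strain.

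For the decrease in the TE of HNT1 in eS7A-WT at 4 h, the paper gives 60-fold, and 36.8-fold was found here. Of 17 alternatives set before the data were examined, the fit without the eS7A-WT 0 h ribosome profiling replicate 1 (41.8-fold) and the replicate block by culture (41.7-fold) came within the margin, and 15 did not. The newer quasi-likelihood method gave 35.8-fold. The log2 value in Supplementary Fig. 2d is about −5.4, read by eye.

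For the change in HAC1 mRNA at 4 h in W303, the paper's value is about 3.2-fold in Fig. 2e, read by eye, and 1.98-fold was found here. Of 10 alternatives set before the data were examined, total counts without TMM (3.24-fold) came within the margin. For eS7A-WT the paper's value is about 3.3-fold in Fig. 2e, read by eye, and 2.15-fold was found here. Of 12 alternatives, total counts without TMM (3.31-fold) and the replicate block by number (2.25-fold) came within the margin.

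The paper names HAC1 as the gene with the strongest increase in translation. Here HAC1 ranked 1 in eS7A-WT. In W303 the fitted values put PGU1 above HAC1 at 2 h (7.87) and 4 h (8.29), and YKL153W too (5.96 and 6.76). All were past the threshold and all from at most 1 footprint in an untreated library. PGU1 had no untreated footprints, so the size of its rise is not set by the counts. Combinations of single libraries, in which a constant is added to the cpm, put both genes below HAC1. At 2 h PGU1 rose by 2.06 to 2.21 and YKL153W by 2.86 to 3.71, against 5.22 to 5.87 for HAC1. At 4 h the ranges were 2.49 to 2.64 and 3.61 to 4.47, against 5.38 to 6.03. The paper names HNT1 as the most repressed gene. By the fitted values, SPP382 fell by more than HNT1 in W303 at 1, 2 and 4 h (−3.51, −5.54 and −5.00). HOB2 did so at 1 h (−3.71) and HEF3 at 4 h (−4.58). In eS7A-WT, OSI1 (−9.01, with no footprints left at 4 h) and SPP382 (−5.91) did so, and in eS7A-4KR YDR042C (−2.49). In combinations of single libraries, OSI1 fell by less than HNT1 (−2.86 to −2.18 against −5.44 to −4.84). So did HOB2 at 1 h (−3.18 to −2.80 against −3.38 to −3.22). The ranges of SPP382, HEF3 and YDR042C overlapped with those of HNT1 in the same contrasts. HEF3 (−4.45) and SPP382 (−3.91) had lower TE scores than HNT1 and are not in Fig. 1f. Footprints shared with YEF3 are not excluded for HEF3, so its place in these rankings is open. The legend of Fig. 1 describes HNT1 as up-regulated, while its TE fell here in every strain and time.

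Fig. 2i shows less HAC1 mRNA in eS7A-4KR than in eS7A-WT at 4 h, about 0.75 of it, read by eye. The log2 difference found here was 0.08, and −0.37 with total counts.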

Other observations

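Of the tests in this part, that of RPS7B was chosen only after the result was seen.

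Before treatment, the TE of 59 genes was higher and that of 74 lower in eS7A-4KR than in eS7A-WT. The 0 h TE difference correlated with the number of codons counted, at −0.476 over 5558 genes, which are not independent replicates, and at −0.469 with the replicate number within each assay as a block. At 4 h the correlation was −0.162, and for the difference of TE changes between the strains it was −0.334. For mRNA alone at 0 h it was 0.203 and for footprints −0.0638. Gene length is therefore a candidate explanation for part of the 0 h differences and of the differences of TE changes, which cannot be told apart from it. Sequencing depth was tested by thinning every library of an assay to the same total, after which 105 genes passed the threshold, which goes against depth. Among 768 genes within 20% of the length of HAC1 the median 0 h TE difference was 0.19, and 2 genes, HAC1 included, had a difference as large as that of HAC1.

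Fewer TE changes were called in eS7A-4KR than in eS7A-WT. With all libraries of an assay thinned to the same total, 199 genes were called in eS7A-WT and 37 in eS7A-4KR, a ratio of 5.38, against 4.88 without thinning, so depth does not account for it.

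Of 66 genes with a TE score beyond 2, 35 had a mean under 50 footprints. Over 20 sets of counts simulated with no difference, a mean of 8.5 genes lay beyond 2 (4 to 14 in a set), 7.95 of them under 50 footprints and 0.55 at 50 or more, where 31 were observed. Noise at low counts may account for a part of the scores under 50 footprints, and the simulation assumes the fitted dispersions.

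The induction of the UPR target genes was compared between the strains, beside the lower HAC1 TE in eS7A-4KR at 4 h. Hac1 induces these genes, so a lower induction may follow from lower HAC1 translation and cannot show its cause. The median difference of the mRNA changes of the 8 genes, eS7A-WT minus eS7A-4KR, was 0.365, with 6 of 8 positive, and lay at the 96.6 percentile of 10000 random lists of genes of similar expression. The 2 genes past the threshold differed in opposite directions, DER1 by 0.66 (adjusted p = 0.00605) and LHS1 by −0.63 (adjusted p = 0.00969). The random lists were not matched on induction, so this value cannot be told apart from the smaller mRNA response of eS7A-4KR in general.

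RPS7B counts in eS7A RNA-seq were 48 to 370, or 0.248% to 0.435% of RPS7A counts. The highest of these ratios was 1.75 times the lowest, above the limit of 1.5 set for reads shared with RPS7A, which goes against an exactly constant share. The log2 mRNA change of RPS7B during treatment was close to that of RPS7A, however. It was −2.99 against −3.13 in eS7A-WT and −0.78 against −0.87 in eS7A-4KR. Reads shared with RPS7A would give such parallel changes, so they are not excluded. In eS7A ribosome profiling the share was 6.78% to 12.6%, and in that of W303 33.9% to 50.5%. By the paper's strain list both eS7A strains lack the eS7B gene, so these counts cannot come from an intact RPS7B. Beyond the comparison with RPS7A, where the remaining RPS7B footprints come from was not tested.

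NOT4 mRNA was higher in eS7A-4KR than in eS7A-WT by 1.24 at 0 h (adjusted p = 5.42e-06) and 1.25 at 4 h (adjusted p = 5.27e-08) on the log2 scale, and NOT4 footprints by 2.01 (adjusted p = 1.89e-11) and 2.11 (adjusted p = 9.41e-12). At 0 h, NOT4 footprints were 71.8 ± 1.23 cpm (SD, n = 2) in eS7A-WT and 290.2 ± 36.8 (n = 2) in eS7A-4KR. The TE changes during treatment in eS7A-WT and eS7A-4KR were 0.09 and 0.18 for NOT4, −0.12 and 0.03 for UBP3, 0.14 and 0.42 for BRE5 and −0.19 and 0.21 for IRE1, none past the threshold. In W303 at 4 h the TE of BRE5 rose by 0.89 (standard error 0.163, adjusted p = 0.00259), past the threshold. Its mRNA changed by −1.71 and its footprints by −0.82 on the log2 scale, so the TE rose while footprints fell.

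The part of the paper's supplement available here gives TE changes for 1447 of the tested genes. The Spearman correlation with the values here was 0.9998 for eS7A-4KR during treatment, 0.9998 and 0.9995 for eS7A-4KR against eS7A-WT at 0 h and 4 h, and 0.9253 for eS7A-WT during treatment. When the eS7A-WT change was worked out from the other 3 columns of the supplement, the correlation with the values here was 0.9996, and that with the supplement's own eS7A-WT column 0.9272. The reason was not tested.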
